# Differential gene expression patterns in cyclooxygenase-1 and cyclooxygenase-2 deficient mouse brain

**DOI:** 10.1186/gb-2007-8-1-r14

**Published:** 2007-01-31

**Authors:** Christopher D Toscano, Vinaykumar V Prabhu, Robert Langenbach, Kevin G Becker, Francesca Bosetti

## Abstract

**Background:**

Cyclooxygenase (COX)-1 and COX-2 produce prostanoids from arachidonic acid and are thought to have important yet distinct roles in normal brain function. Deletion of COX-1 or COX-2 results in profound differences both in brain levels of prostaglandin E_2 _and in activation of the transcription factor nuclear factor-κB, suggesting that COX-1 and COX-2 play distinct roles in brain arachidonic acid metabolism and regulation of gene expression. To further elucidate the role of COX isoforms in the regulation of the brain transcriptome, microarray analysis of gene expression in the cerebral cortex and hippocampus of mice deficient in COX-1 (COX-1^-/-^) or COX-2 (COX-2^-/-^) was performed.

**Results:**

A majority (>93%) of the differentially expressed genes in both the cortex and hippocampus were altered in one COX isoform knockout mouse but not the other. The major gene function affected in all genotype comparisons was 'transcriptional regulation'. Distinct biologic and metabolic pathways that were altered in COX^-/- ^mice included β oxidation, methionine metabolism, janus kinase signaling, and GABAergic neurotransmission.

**Conclusion:**

Our findings suggest that COX-1 and COX-2 differentially modulate brain gene expression. Because certain anti-inflammatory and analgesic treatments are based on inhibition of COX activity, the specific alterations observed in this study further our understanding of the relationship of COX-1 and COX-2 with signaling pathways in brain and of the therapeutic and toxicologic consequences of COX inhibition.

## Abstract 2

Microarray analysis of gene expression in the cerebral cortex and hippocampus of mice deficient in cyclooxygenase-1 or cyclooxygenase-2 reveals that the two enzymes differentially modulate brain gene expression.

## Background

Prostaglandin H synthase, otherwise known as cyclooxygenase (COX), catalyzes the first metabolic step in the transformation of arachidonic acid (AA) to the bioactive products prostaglandins and thromboxanes [1]. The existence of two isoforms of prostaglandin H synthase, namely COX-1 and COX-2, has been confirmed in multiple organs, including brain [2,3]. Not only are these enzymes physiologically important in their role in AA metabolism but they are also important pharmacologic targets of analgesics and anti-inflammatory agents [3]. Mice deficient in either COX-1 (COX-1^-/-^) or COX-2 (COX-2^-/-^) are available and have been used to advance our understanding of the physiologic and pathologic roles of the individual COX isoforms [4].

Although it is known that in brain both COX-1 and COX-2 are expressed constitutively and that COX-2 can be induced upon the presence of an insult, complete understanding of the role of each individual isoform is lacking. Our laboratory has attempted to elucidate the role of each isoform on brain physiology by using COX-1^-/- ^and COX-2^-/- ^mice. We found that COX-2^-/- ^mice have altered expression and activity of enzymes in the AA metabolism cascade, including increases in COX-1, cytosolic phospholipase A_2 _(cPLA_2_) and secretory phospholipase A_2 _expression [5]. Similar alterations have been observed in COX-1^-/- ^mice, in which COX-2 protein expression and cPLA_2 _and secretory phospholipase A_2 _gene and protein expression are increased [6]. However, the levels of prostaglandin E_2_, which is one of the major end products of the COX reaction, were increased in COX-1^-/- ^mice but decreased in COX-2^-/- ^mice. In addition, it has also been shown that COX-1^-/- ^and COX-2^-/- ^mice exhibit profound differences in activation of the transcription factor nuclear factor-κB (NF-κB) [6,7]. Overall, these previous studies suggest that each isoform and their end products, which function through specific prostaglandin receptors, play a unique role in the regulation of gene expression in the brain.

It has also been shown that mice with genetic deletion of an individual COX isoform have altered responses to pathologic insults. For instance, COX-2^-/- ^mice are known to be more resistant to direct cortical injections of *N*-methyl-D-aspartate, middle cerebral artery occlusion (MCAO), and systemic injections of 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine (MPTP) [8,9]. However, the precise downstream molecular mechanisms involved in these processes are not clearly characterized. Therefore, it is quite clear that an understanding of the COX-1^-/- ^and COX-2^-/- ^mouse brain transcriptome is necessary to elucidate further the individual roles of COX-1 and COX-2 in both normal brain function and response to injury.

Although previously characterized alterations in gene and protein expression in COX-deficient mice have been examined, they were discovered in a 'one protein and one gene at a time fashion' using Western blotting and real-time polymerase chain reaction (PCR) [5-7]. The usage of high-throughput technology such as microarray analysis can enhance our ability to characterize the effect of deleting the expression of either COX-1 or COX-2 on the expression of networks of genes normally controlled by the end products of these individual COX isoforms. Therefore, we used microarray analysis with quantitative, real-time PCR (Q-PCR) validation to determine the effect of deletion of either COX-1 or COX-2 on the transcriptome of two separate regions of mouse brain, namely hippocampus and cerebral cortex. Further analysis of the entire dataset with Ingenuity Pathways analysis software (Ingenuity Systems, Redwood City, CA, USA), a web-based software application that assists in the analysis and elucidation of complex biologic systems, revealed specific networks of genes that were differentially regulated. We decided to focus on gene expression changes that comprised specific biologic functions, and not just individual genes that are affected by genetic deletion of individual COX isoforms. Our findings suggest that genetic ablation of COX activity alters the transcription of a multitude of genes. Furthermore, we demonstrate that genetic deletion of COX isoforms alters the expression of tandem genes that are involved in metabolic and signaling pathways such as β oxidation, methionine metabolism, γ-aminobutyric acid (GABA) neurotransmission, and cytokine signaling. We also describe genes differentially expressed in COX-1^-/- ^versus COX-2^-/- ^mice, suggesting a unique role for COX-1 or COX-2 in modulating gene expression.

## Results

### Differential gene expression in COX-1^-/- ^and COX-2^-/- ^mice

In the cerebral cortex, 94 genes were differentially expressed in COX-1^-/- ^mice and 157 in COX-2^-/- ^mice compared with respective wild-type mice. 

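Radiolabelled cDNA from the cerebral cortex and hippocampus of mice 12 weeks old was hybridised to nylon membranes that carry 16896 cDNA probes. The table holds 30 arrays, 3 in each of 10 groups, and among them are heterozygous COX-2 groups of both regions, which the paper does not describe. Of the probes, 9663 carry 1 gene symbol, 436 carry several and 6797 carry none. The values are the authors' Z scores of the natural log intensity, so a unit is 1 SD of an array and a difference in Z is not a fold change. Each part of the table, of 8448 probes, was standardised on its own to a mean of 0 and an SD of 1. Arrays of a group correlated with r between 0.984 and 0.993 across the probes of the second part, and this range does not cover the first part. The probes of the first part hold identical values in 5 of the 6 COX-1 cortex arrays, all but COX-1-/- replicate 3, and they were left out of the calls, tests and correlations of COX-1 cortex. Following the paper, a probe was called when its mean Z was above 0, its Z test P was under 0.05 and its z ratio lay beyond 1.5 in size. The z ratios of the paper's additional files equal the difference in mean Z divided by the SD of all differences in a comparison, and that form is used here. In COX-1 cortex this SD still spans the copied probes, as in the paper's values, and is 0.0887 against 0.111 over the other probes. Without the division, 0 probes met the rule in any comparison, against 230 to 499 with it and against 534 to 1501 at an unadjusted p under 0.05 from limma. The comparisons of each line with its wild type, the gene lists and the naming rule were fixed before the data were examined. So were the alternatives, the division among them, except for some added after the data were seen. Among those added were the SD of differences within each part of the table, counts by gene symbol and the copied values kept. The tests between wild-type groups and between the regions were also chosen later. The division was made the leading form once the undivided rule had given no calls. The limma model was fitted to the 15 arrays of a region with Benjamini-Hochberg adjustment over the probes with a mean Z above 0. The number of arrays limits the precision, and with 3 arrays against 3 an exact permutation test gives no p below 0.1. The paper gives 3 mice per group and also hybridisation in triplicate for each sample, so the p-values measure the spread among arrays.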

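In the cortex of COX-1-/- mice, 230 probes met the rule, 109 higher and 121 lower than in wild-type mice, and 140 of them carry 1 gene symbol. Mapk13, a stress-activated kinase, had a mean Z of 0.760 ± 0.303 (SD, n = 3 arrays) in COX-1-/- cortex and 1.39 ± 0.0811 (SD, n = 3) in wild-type cortex. Tiparp, an ADP-ribosyltransferase induced by the aryl hydrocarbon receptor, was at 0.498 ± 0.190 against 0.917 ± 0.0625 (SD, n = 3 in each group). Fcer1g, the Fc receptor gamma chain of microglia, was at 0.118 ± 0.216 against 0.514 ± 0.130 (SD, n = 3 in each group). Higher in COX-1-/- cortex were Gmnn, an inhibitor of DNA replication licensing, at 0.246 ± 0.00839 against 0.0295 ± 0.0590, and Kat2b, a histone acetyltransferase, at 0.860 ± 0.0332 against 0.654 ± 0.0477 (SD, n = 3 in each group). By limma, 2 of 4102 probes passed at an adjusted p under 0.05, both lower, and 534 had an unadjusted p under 0.05. Rab11a, a GTPase of recycling endosomes, fell by 0.352 (SE 0.0536, adjusted p = 0.0376), and Eif4a1, a helicase of translation initiation, fell by 0.323 (SE 0.0529, adjusted p = 0.0415), each lower in 3 of 3 COX-1-/- arrays. Another Rab11a probe, below background, had a z ratio of 1.90, and the other probes of Tiparp and Eif4a1 lie in the copied part. The limma count was 3 without COX-1-/- replicate 2 and 0 without any other of the 6 arrays, and 143 probes met the study's rule without COX-1-/- replicate 2. With the wild-type arrays of both lines as control, Mapk13, Tiparp, Fcer1g, Rab11a and Eif4a1 did not meet the rule, at z ratios from -4.60 to -1.43, while Gmnn and Kat2b did, and limma gave 0 calls. In wild-type cortex of the COX-2 line Mapk13 was at 0.828 ± 0.158 (SD, n = 3). With the SD of the analysed part alone 111 probes met the rule, the 7 genes named here among them. Of the 8448 analysed probes, 17.5% had no overlap between the groups, where chance gives 10%, and 206 of the 230 called probes had none. The share of called probes that were higher was 47.4%, 37.2% after median centring and 58.1% with both wild-type groups as control.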

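In the cortex of COX-2-/- mice, 346 probes met the rule, 215 higher and 131 lower than in wild-type mice, and 174 of them carry 1 gene symbol. Ctnnd1, a catenin that stabilises cadherins, had a mean Z of 0.795 ± 0.0370 against 0.476 ± 0.125 in wild-type cortex (SD, n = 3 arrays in each group). Hspd1, the mitochondrial chaperonin, was at 1.07 ± 0.0571 against 0.782 ± 0.177, and Rpsa, a protein of the small ribosomal subunit, at 1.35 ± 0.0752 against 1.08 ± 0.0967 (SD, n = 3 in each group). Of 65 cytosolic ribosomal protein genes measured, 43 had a higher mean and 3 met the rule, namely Rpsa, Rpl15 and Rpl23a, and the list did not pass camera (adjusted p = 0.403). Lower in COX-2-/- cortex were Tef, a transcription factor of circadian output, at 0.164 ± 0.128 against 0.461 ± 0.0833, and Psma3, a subunit of the proteasome core, at 0.524 ± 0.112 against 0.783 ± 0.0318 (SD, n = 3 in each group). Among 32 proteasome genes, 2 were called higher and 2 lower. By limma, 0 of 8003 probes passed at an adjusted p under 0.05, the smallest being 0.374, and 754 had an unadjusted p under 0.05. Further probes of Ctnnd1, Hspd1, Rpl15 and Psma3 had z ratios of -0.972, -0.748, -0.229 and 0.2, and with wild-type arrays of both lines as control Rpsa, Rpl15 and Psma3 no longer met the rule, at 0.581, 0.852 and -1.43, while adjustment of the Z test P ended the call of Hspd1 and correction for row order that of Rpl15, at 0.907. The other Rpsa probes above background had z ratios from 0.137 to 0.890, under the rule. Of all probes, 16.87% had no overlap between the groups against 10% by chance.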

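In the hippocampus of COX-1-/- mice, 387 probes met the rule, 243 higher and 144 lower, and 203 of them carry 1 gene symbol. Psma3 of the proteasome core rose from a mean Z of 0.350 ± 0.185 in wild-type hippocampus to 0.715 ± 0.0263 in COX-1-/- hippocampus (SD, n = 3 arrays in each group; adjusted p = 0.0460 by limma). Wipf1, a partner of the actin regulator WASP, rose by 0.267 (SE 0.0481, adjusted p = 0.0438), and Dph6, an enzyme of diphthamide synthesis, by 0.233 (SE 0.0418, adjusted p = 0.0438). Slc35e2, a solute carrier, fell by 0.459 (SE 0.0600, adjusted p = 0.0153), and Cep162, a protein of the ciliary base, fell by 0.307 (SE 0.0479, adjusted p = 0.0264). Each of these 5 genes differed in the same direction in 3 of 3 COX-1-/- arrays. In all, 25 of 8058 probes passed limma, 17 higher and 8 lower, and 1322 had an unadjusted p under 0.05. The limma count was 3, 0 and 17 without wild-type replicate 1, 2 and 3, and 6, 0 and 7 without COX-1-/- replicate 1, 2 and 3, and Psma3 did not meet the study's rule without wild-type replicate 2. The limma call of Slc35e2 was lost without wild-type or COX-1-/- replicate 2, that of Cep162 without replicate 1 or 2 of either group, that of Psma3 without any array but wild-type replicate 1, and those of Wipf1 and Dph6 whichever of the 6 arrays was left out. The count was 4 after correction for row order, which also took Cep162 below the rule at a z ratio of -1.36, and 0 with wild-type arrays of both lines as control, which took Wipf1 to 1.37. Further probes of Psma3 and, below background, of Dph6 had z ratios of -0.347 and -1.99. Of all probes, 20.5% had no overlap between the groups against 10% by chance.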

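In the hippocampus of COX-2-/- mice, 329 probes met the rule, 166 higher and 163 lower, and 182 of them carry 1 gene symbol. Bmp2k, a kinase that acts in clathrin-mediated endocytosis, had a mean Z of 1.26 ± 0.128 against 0.950 ± 0.106 in wild-type hippocampus (SD, n = 3 arrays in each group). Tcp1, a subunit of the cytosolic chaperonin, was at 0.506 ± 0.0871 against 0.295 ± 0.00719 (SD, n = 3 in each group). Lower were Pank3, a pantothenate kinase that opens coenzyme A synthesis, at 0.291 ± 0.119 against 0.537 ± 0.0249, Pcyt1a, the rate-limiting enzyme of phosphatidylcholine synthesis, at 1.01 ± 0.113 against 1.27 ± 0.0148, and Enpp6, a choline-releasing phosphodiesterase of oligodendrocytes, at 0.0818 ± 0.146 against 0.355 ± 0.0793 (SD, n = 3 in each group). By limma, 0 of 8040 probes passed at an adjusted p under 0.05, the smallest being 0.295, and 985 had an unadjusted p under 0.05. Without COX-2-/- replicate 1 the limma count was 56, and without COX-2-/- replicate 3 the study's rule was met by 218 probes. Correction for row order left 183 and ended the calls of Tcp1 and of Enpp6 (z ratio -1.39), adjustment of the Z test P ended that of Enpp6, and wild-type arrays of both lines as control ended that of Pcyt1a (-0.948). Further probes of Tcp1 and, below background, of Bmp2k and Pcyt1a had z ratios of -0.403, -1.65 and 0.691. Of all probes, 17.5% had no overlap between the groups against 10% by chance.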

In the hippocampus, 182 genes were differentially expressed in COX-1^-/- ^mice and 168 in COX-2^-/- ^mice compared with wild-type mice. These genes represent the entire set of differentially expressed genes, including expressed sequence tags, and RIKEN and chromosomal segment sequences. Further description of this dataset includes only the subset of genes that were annotated with an ascribed function or gene name. A complete list of the annotated, differentially expressed genes for both brain regions and all genotype comparisons can be found in the Additional data files, and the entire raw dataset can be found in the Gene Expression Omnibus (GEO: GSE5342).

Using DRAGON (Database Referencing of Array Genes Online), SwissProt function labels were ascribed to each gene and genes were parsed into categories according to the function labels. 

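Among the genes that the paper's additional files assign to Transcription Regulation were Nab1, a corepressor of Egr factors, and Nr1h2, the oxysterol-sensing liver X receptor beta. Nab1 had a mean Z of 0.496 ± 0.0562 in COX-2-/- cortex and 0.713 ± 0.0882 in wild-type cortex (SD, n = 3 arrays in each group). Nr1h2 was at 0.504 ± 0.0387 in COX-1-/- hippocampus against 0.315 ± 0.0571 in wild-type hippocampus (SD, n = 3 in each group). The category held 9 of 74 listed genes in COX-1-/- cortex (12.2%, 5 higher and 4 lower), 8 of 109 in COX-2-/- cortex (7.34%, 4 higher and 4 lower), 12 of 109 in COX-1-/- hippocampus (11.0%, 6 higher and 6 lower) and 11 of 101 in COX-2-/- hippocampus (10.9%, 8 higher and 3 lower), and it was the largest category of each list once genes listed as other, 15 in COX-2-/- cortex and 12 in COX-1-/- hippocampus, are set aside. All of these genes met the rule here, which follows from the match for any gene matched by z ratio and P alone. The share did not differ between the lines in the cortex (Fisher's exact test, two-sided, p = 0.306, adjusted p = 0.567) or in the hippocampus (Fisher's exact test, two-sided, p = 1). In the cortex 0 of the 74 genes and 90 of the 109 lie in the first part of the table, so that test cannot separate the lines from the sets of probes. Nr1h2 was matched to its probe by the paper's z ratio and P alone, and it missed the z ratio of 1.5 without wild-type replicate 2 (1.29) or COX-1-/- replicate 3 (1.41) and with the SD of each part (1.49).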

In both COX-1^-/- ^and COX-2^-/- ^mice, the greatest number of genes whose expression was significantly changed in both brain regions belonged to the SwissProt function category of transcriptional regulation (cerebral cortex: COX-1^-/- ^= 12% and COX-2^-/- ^= 7%; hippocampus: COX-1^-/- ^= 11% and COX-2^-/- ^= 12%). 

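Mfap3, a membrane protein linked to microfibrils, had a mean Z of 1.46 ± 0.0910 in COX-2-/- cortex against 1.69 ± 0.0226 in wild-type cortex (SD, n = 3 arrays in each group), and Ptgfrn, a membrane protein that lowers prostaglandin F2 alpha binding to its receptor, was at 0.369 ± 0.101 against 0.570 ± 0.0310 (SD, n = 3 in each group). Of the genes in the paper's additional files, 7 of 109 were listed as Transmembrane in COX-2-/- cortex (6.42%, 3 higher and 4 lower) and 2 of 74 in COX-1-/- cortex (2.70%). Atp5pb, a subunit of the mitochondrial ATP synthase, was at 0.102 ± 0.0720 against -0.0625 ± 0.0328 (SD, n = 3 in each group), and all 5 Mitochondrion genes (4.59%) were higher in COX-2-/- cortex, while 4 were listed in COX-1-/- cortex (5.41%), 1 higher and 3 lower. The 7 Nuclear Protein genes of COX-1-/- cortex (9.46%) had z ratios from -1.84 to 1.91, 6 of them higher, and 2 were listed in COX-2-/- cortex (1.83%). The shares of the lines were compared by Fisher's exact test, two-sided, which gave p = 0.316 for Transmembrane (adjusted p = 0.567), p = 1 for Mitochondrion and p = 0.0320 for Nuclear Protein (adjusted p = 0.192). The COX-1-/- cortex list holds 0 genes of the first part of the table, where 82.6% of the COX-2-/- cortex list lies. These tests therefore cannot separate the lines from the sets of probes. Ptgfrn did not meet the rule without COX-2-/- replicate 2 (z ratio -1.33), Mfap3 with wild-type arrays of both lines as control (-1.31), or Atp5pb without wild-type replicate 1 (1.39) or 2 (1.40) or COX-2-/- replicate 1 (1.12) or 2 (1.50).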

COX-2^-/- ^mice exhibited significant changes in expression of genes belonging to the transmembrane (6%) and mitochondrion (5%) functional categories in cerebral cortex, whereas COX-1^-/- ^mice exhibited significant alteration in expression of genes classified as nuclear proteins (9%). In contrast, expression of genes belonging to the kinases (7%) functional group was selectively changed in the hippocampus of COX-1^-/- ^but not of COX-2^-/- ^mice.

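Dgka, a diacylglycerol kinase, had a mean Z of -0.114 ± 0.0701 in COX-1-/- hippocampus against 0.151 ± 0.0141 in wild-type hippocampus (SD, n = 3 arrays in each group), and it fell by 0.265 (SE 0.0423, adjusted p = 0.0264), lower in 3 of 3 arrays. Mapk13 was higher in COX-1-/- hippocampus, at 0.866 ± 0.101 against 0.631 ± 0.0409, and in COX-2-/- hippocampus, at 1.03 ± 0.0724 against 0.795 ± 0.123 (SD, n = 3 in each group). The paper's additional files list 8 of 109 genes as kinases in COX-1-/- hippocampus (7.34%, 6 higher and 2 lower) and 4 of 101 in COX-2-/- hippocampus (3.96%, 1 higher and 3 lower), and all of them met the rule here. The shares did not differ between the lines (Fisher's exact test, two-sided, p = 0.378, adjusted p = 0.567). The limma call of Dgka was lost without wild-type replicate 1 or 2, without COX-1-/- replicate 1 or 2, with wild-type arrays of both lines as control and after correction for row order. It was also lost with the 2 compared groups alone and with a mean Z above 0.5. The study's rule was not met without COX-1-/- replicate 3. Mapk13 missed the rule after correction for row order in COX-1-/- hippocampus (z ratio 1.44) and without wild-type replicate 1 in COX-2-/- hippocampus (1.99).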

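Psma3 of the proteasome core was called higher in the hippocampus of both null lines, at z ratios of 3.19 in COX-1-/- and 2.06 in COX-2-/- mice, and it is not in Table 1. In the hippocampus 667 probes were called in either line and 49 in both, so 92.7% were called in 1 line. Of the 49, 38 were higher in both lines, 10 were lower in both and 1 was opposite, where 8.27 in the same and 8.23 in opposite directions are expected for independent calls. In the cortex the comparison was limited to the 8448 probes with their own values in the COX-1 arrays. There 304 probes were called in either line and 14 in both, so 95.4% were called in 1 line, and 2 of the 14 moved in the same direction and 12 in opposite directions, with 2.47 and 2.58 expected. Among those in opposite directions, Tiparp, Ube2s and the Snrpe probe were lower by limma in wild-type cortex of the COX-2 line than of the COX-1 line (-0.517, -0.232 and -0.290). Their opposite calls cannot be separated from that difference. Differences in mean Z of the 2 lines correlated across probes with r = 0.282 in the hippocampus and r = -0.0474 in the cortex, and genes are not independent replicates. By limma, the difference between the effects of the lines passed for 0 of 4109 probes in the cortex and 0 of 8040 in the hippocampus, while 380 and 607 had an unadjusted p under 0.05. In the cortex 19 passed with all 30 arrays in the model, 10 with an intensity trend and 3 with no filter. When a z ratio beyond 1.0 sufficed in the second line, the share called in 1 line was 84.5% in the cortex and 70.5% in the hippocampus. Psma3 missed the rule in COX-1-/- hippocampus without wild-type replicate 2, another of its probes had z ratios of -0.347 and -0.346, and the hippocampus r was 0.151 after correction for row order. The cortex r was 0.0169 over probes with a mean Z above 0, 0.000373 without COX-1 wild-type replicate 2, -0.0172 without COX-1-/- replicate 3, and -0.0920 and -0.00749 without COX-2 wild-type replicates 1 and 3.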

Although a majority of the genes (>93%) shown to be differentially expressed in the separate brain regions of COX-1^-/- ^or COX-2^-/- ^mice only occurred in mice null for one isoform and not the other, the expression of some genes was changed in both COX-1^-/- ^and COX-2^-/- ^mice. Table 1 lists all of the genes whose expression was changed in both COX-1^-/- ^and COX-2^-/- ^mice, either in the same or in the opposite direction. In the cerebral cortex, there were four genes with altered expression in both COX-1^-/- ^and COX-2^-/- ^mice. Of these four, Rho-GDP dissociation inhibitor α exhibited increased expression in both genotypes. 

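Immt, which organises the cristae of the mitochondrial inner membrane, had a mean Z of 1.86 ± 0.306 in COX-1-/- cortex against 2.35 ± 0.0482 in wild-type cortex, and 2.27 ± 0.0549 in COX-2-/- cortex against 2.05 ± 0.0741 (SD, n = 3 arrays in each group). The probe that the paper lists as ring finger protein 24 carries the symbol Snrpe, a core protein of the spliceosome. It was at 1.76 ± 0.0627 against 2.02 ± 0.0913 in COX-1-/- cortex and at 1.94 ± 0.0570 against 1.73 ± 0.101 in COX-2-/- cortex (SD, n = 3 in each group). The limma difference between the effects of COX-1 and COX-2 deletion was -0.706 for Immt (SE 0.149, adjusted p = 0.131), -0.470 for the Snrpe probe (SE 0.0846, adjusted p = 0.0938) and -0.335 for the GABA transporter Slc6a13 (SE 0.0798, adjusted p = 0.170), the null arrays lying lower in 3 of 3 in the COX-1 line and higher in 3 of 3 in the COX-2 line for each. The wild-type cortex of the COX-2 line was lower than that of the COX-1 line by limma for the Snrpe probe (difference -0.290, SE 0.0598, adjusted p = 0.0336). With wild-type arrays of both lines as control, neither Immt nor the Snrpe probe met the rule in COX-1-/- cortex (-4.43 and -1.40) or in COX-2-/- cortex (0.747 and 0.778), and Immt missed it in COX-1-/- cortex without COX-1-/- replicate 3.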

The expression of the other three genes (mitochondrial inner membrane protein, GABA transporter [GAT]3, and ring finger protein 24) changed in opposite directions (downregulated in COX-1^-/- ^and upregulated in COX-2^-/- ^mice), suggesting an isoform-specific effect on expression of these genes. Such an isoform-specific effect was not observed in the hippocampus, where all 12 genes whose expression was altered in both COX-1^-/- ^and COX-2^-/- ^mice exhibited changes in a similar direction in both genotypes when compared with wild-type mice (Table 1), suggesting that this cohort of genes is responsive to a general alteration in AA metabolism that is not specific to COX-1 or COX-2.

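Timeless, a protein of replication forks, was at a mean Z of 0.317 ± 0.0481 against 0.0937 ± 0.0554 in COX-1-/- and 0.397 ± 0.0457 against 0.208 ± 0.0232 in COX-2-/- hippocampus (SD, n = 3 arrays in each group). The microtubule-associated protein Map4 was at 0.653 ± 0.0620 against 0.469 ± 0.0359 and at 0.576 ± 0.0854 against 0.360 ± 0.0581 (SD, n = 3 in each group). Entpd1, an ectonucleotidase that removes ATP, was at 0.0218 ± 0.109 against 0.232 ± 0.0831 and at -0.0232 ± 0.111 against 0.1796 ± 0.0496, and Thap11, a zinc finger factor, at 0.0527 ± 0.0825 against 0.264 ± 0.0545 and at -0.0380 ± 0.0459 against 0.165 ± 0.0451 (SD, n = 3 in each group). Mapk13, Syncrip, Nr1h2, Rbms1 and Gltp are the other genes of Table 1 reported here. Of these 9 genes, 7 were higher and 2 lower in both lines, and 8 met the rule in both, while Gltp, a glycolipid transfer protein, had z ratios of 2.26 and 1.06. None of the 9 passed limma in either line, and the adjusted p of the difference between the lines was 0.949 for Map4 and 0.989 for Entpd1. Map4 and Nr1h2 were matched by the paper's z ratio and P alone, and another Timeless probe had a z ratio of -0.467 in COX-2-/- hippocampus. None of the 9 met the rule in both lines without each array in turn. Calls were lost in COX-1-/- hippocampus for Entpd1 without wild-type replicate 3 (-1.34) or COX-1-/- replicate 2 or 3 (-1.67 and -1.34), for Map4 without wild-type replicate 1 (1.34) or COX-1-/- replicate 2 or 3 (1.32 and 1.47) or with the SD of each part (1.45) and for Thap11 without COX-1-/- replicate 2 (-1.498), and in COX-2-/- hippocampus for Entpd1 without COX-2-/- replicate 2 or 3 (-1.51 and -1.62) and for Timeless without COX-2-/- replicate 1 (1.30). From the shared directions, the paper proposes that these genes respond to a general alteration of arachidonic acid metabolism rather than to the loss of a particular isoform.

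**Figure D1:**
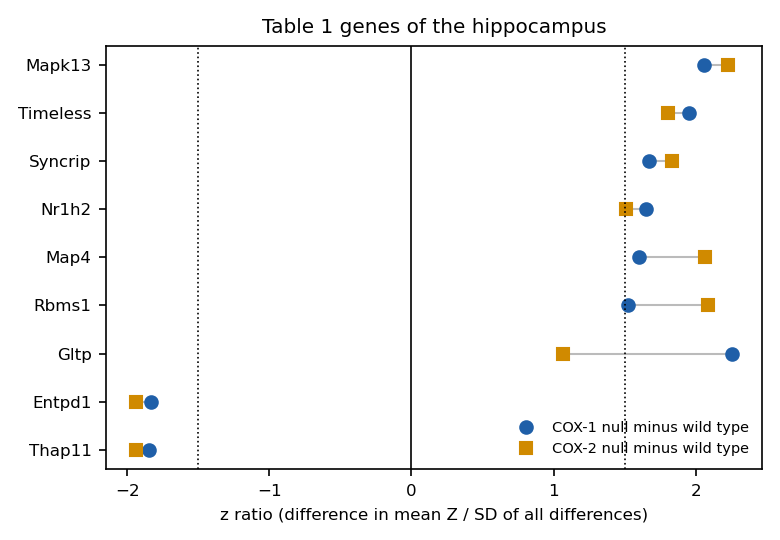
The z ratio of each of the 9 genes in the hippocampus, with circles for COX-1-/- minus wild type and squares for COX-2-/- minus wild type (3 arrays per group) and dotted lines at the threshold of 1.5 in either direction. Both symbols of a gene lie on the same side of 0, and the square of Gltp lies at 1.06.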

Upregulation of gene expression of cPLA_2_, which releases AA from phospholipids, as previously described by Q-PCR in whole brain of COX-1^-/- ^and COX-2^-/- ^mice [5,6], was not detected in cortex (COX-1: *z *ratio = 0.72, *P *= 0.03; COX-2: *z *ratio = 0.04, *P *= 0.9) and hippocampus (COX-1: *z *ratio = -0.89, *P *= 0.002; COX-2: *z *ratio = 0.60, *P *= 0.13) by microarray analysis. 

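Pla2g4a, the gene of cPLA2, had a mean Z of 0.107 ± 0.0445 in COX-1-/- cortex against 0.0434 ± 0.0244 in wild-type cortex, and 0.135 ± 0.0637 in COX-2-/- cortex against 0.131 ± 0.00785 (SD, n = 3 arrays in each group). In the hippocampus it was at 0.105 ± 0.0258 against 0.207 ± 0.0514 in COX-1-/- mice and at 0.148 ± 0.0335 against 0.133 ± 0.0345 in COX-2-/- mice (SD, n = 3 in each group). The z ratios were 0.720, 0.0417, -0.894 and 0.138, so the gene met the rule in no comparison and under no alternative. The adjusted p from limma was 0.541 and 0.976 in the cortex and 0.255 and 0.913 in the hippocampus. All 4 means of the null groups lie close to the array mean of 0, where low signals may limit what can be detected, which was not tested. Of 14 genes of the arachidonic acid cascade measured, Ptgfrn was called lower in COX-2-/- cortex, 0 were called in COX-1-/- hippocampus and 1 was called higher in COX-2-/- hippocampus.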

Although a thorough study regarding the expression of cPLA_2 _mRNA in mouse brain has not been undertaken, expression patterns of cPLA_2 _mRNA in rat brain suggest elevated expression in the midbrain, thalamus, hypothalamus, pons, and pineal gland compared with cerebral cortex and hippocampus [10]. Therefore, this heterogeneous expression of cPLA may account for the detection of differential regulation in whole brain but not in distinct regions, such as hippocampus and cortex.

Using Ingenuity Pathways analysis software, we identified specific networks of genes that were differentially regulated. These networks of genes constituted specific metabolic and signaling pathways, including β oxidation of lipids (Figure 1), methionine metabolism (Figure 2), GABAergic neurotransmitter signaling (Table 2), and a COX isoform specific effect on Janus kinase (JAK) expression (Table 2).

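Of 13 lists of pathways and protein families set in advance, 5 are given here, and each also holds genes that the study chose on these samples, so its counts are not independent evidence. Of 20 genes of β oxidation measured in COX-2-/- cortex, 10 had a higher mean than in wild-type cortex and 2 were called higher, with a median difference of 0.00158 in Z. Acly and Hmgcs1, an early enzyme of cholesterol synthesis, were called higher among 15 genes of lipid and cholesterol synthesis, 9 of which had a higher mean. Of 19 genes of methionine and one-carbon metabolism, 12 had a higher mean in COX-2-/- cortex and Mat2b was called, while the called Ahcy probe carries 2 symbols and is not counted, and 4 had a higher mean in COX-1-/- hippocampus and 1 was called lower. In COX-2-/- hippocampus 6 of these 19 genes had a higher mean, and 1 was called higher and 1 lower (median difference -0.0536, camera adjusted p = 0.146). Of 5 genes of GABA neurotransmission, 4 had a higher mean in COX-2-/- cortex, where 1 was called higher, and 1 in COX-2-/- hippocampus, where none of the 5 was called, while the called Gabrb1 probe carries no symbol and is not counted. Of 18 genes of JAK/STAT signaling, 2 had a higher mean in COX-2-/- cortex, 9 in COX-1-/- hippocampus, where 1 was called higher and 1 lower, and 11 in COX-2-/- hippocampus, where 1 was called lower. None of these lists passed camera, with adjusted p = 0.980, 0.822, 0.788, 0.403 and 0.247 in COX-2-/- cortex for β oxidation, lipid synthesis, methionine, GABA and JAK/STAT and adjusted p = 0.283 for methionine in COX-1-/- hippocampus, and none passed with an estimated correlation. By limma 0 genes of these lists passed in the null lines when adjusted over all probes. Adjusted over the list alone there were 0, 2, 1, 1 and 0 in COX-2-/- cortex in the same order. In COX-1-/- hippocampus there were 1 of β oxidation, 1 of lipid synthesis, 2 of methionine and 2 of JAK/STAT. There was also 1 of JAK/STAT in COX-2-/- hippocampus and 1 of GABA in COX-1-/- cortex. The median of β oxidation in COX-2-/- cortex was -0.0320 when all probes of a gene were averaged, that of lipid synthesis -0.0219 after correction for row order, and that of methionine -0.00889 after correction for accession order.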

### Expression of genes involved in beta oxidation is upregulated in cortex of COX-2^-/- ^mice

In cerebral cortex of COX-2^-/- ^mice, we identified increased expression of three genes that work in tandem in the final steps of short chain lipid metabolism by β oxidation, namely hydroxyacyl-coenzyme A dehydrogenase type II (HADH2), acetyl-coenzyme A acetyltransferase 1 (ACAT1) and ATP citrate lyase (ACLY; Figure 1). 

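Hsd17b10, the mitochondrial dehydrogenase that the study names HADH2, had a mean Z of 1.28 ± 0.0376 in COX-2-/- cortex against 1.11 ± 0.0382 in wild-type cortex (SD, n = 3 arrays in each group), higher in 3 of 3 arrays. The difference of 0.162 (SE 0.0594) had an adjusted p = 0.431 by limma. In COX-1-/- cortex the gene was at 1.18 ± 0.0978 against 1.15 ± 0.112 (SD, n = 3 in each group), and the effects of the lines differed by -0.132 (SE 0.0840, adjusted p = 0.658). The paper's Q-PCR values for COX-2-/- cortex are 143% ± 24.0 (SD, n = 5 mice) against 100% ± 19.8 (SD, n = 6), with 4 of 5 COX-2-/- mice above every wild-type mouse (exact permutation test, two-sided, p = 0.00866, adjusted p = 0.0445 over the 36 Q-PCR comparisons). The z ratio fell to 1.28 without wild-type replicate 1, 1.30 without COX-2-/- replicate 1 and 1.43 without COX-2-/- replicate 2, and to 1.08 and 1.46 after corrections for row order and accession order, all under the rule.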

Expression of HADH2 was determined to be increased in microarray analysis of cerebral cortex of COX-2^-/- ^mice with a *z *ratio of +1.60. Q-PCR also demonstrated an increase in HADH2 expression (143% ± 24% in COX-2^-/- ^mice versus 100% ± 20% in wild-type mice; *t *statistic = -3.26, *P *= 0.01). 

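Acat1, the mitochondrial thiolase that splits acetoacetyl-coenzyme A, had a mean Z of 0.215 ± 0.0311 in COX-2-/- cortex and 0.0303 ± 0.0149 in wild-type cortex (SD, n = 3 arrays in each group), with all 3 COX-2-/- arrays above the wild-type arrays. The difference of 0.185 (SE 0.0536) had an adjusted p = 0.419 by limma. All 5 COX-2-/- mice lay above the 5 wild-type mice in the paper's Q-PCR values, at 158% ± 18.5 against 100% ± 10.0 (SD; exact permutation test, two-sided, p = 0.00794, adjusted p = 0.0445). The gene met the rule without any 1 of the 6 arrays, and it did not with wild-type arrays of both lines as control (z ratio 1.11) or after correction for accession order (1.43). By Q-PCR in COX-1-/- cortex Acat1 was at 141% ± 41.2 (SD, n = 5 mice) against 100% ± 45.4 (SD, n = 6). The change in percent differed between the lines, COX-1 minus COX-2, by -16.3 (permutation of genotype within each line, p = 0.653, adjusted p = 0.735). The arrays cannot compare the lines for Acat1 in the cortex, where its COX-1 values lie in the copied part.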

ACAT1 expression was also increased in cerebral cortex of COX-2^-/- ^mice (*z *ratio = +1.83), which was validated by Q-PCR analysis (158% ± 19% in COX-2^-/- ^mice versus 100% ± 10% in wild-type mice; *t *statistic = -6.13, *P *= 0.0003). 

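Acly, which makes cytosolic acetyl-coenzyme A from citrate, had a mean Z of 0.452 ± 0.0170 in COX-2-/- cortex and 0.285 ± 0.0827 in wild-type cortex (SD, n = 3 arrays in each group). The difference of 0.167 (SE 0.0503), seen in 3 of 3 arrays, had an adjusted p = 0.419 by limma. The paper's Q-PCR values are 188% ± 33.4 in 5 COX-2-/- mice and 100% ± 48.8 in 6 wild-type mice (SD; exact permutation test, two-sided, p = 0.00866, adjusted p = 0.0445). The array call was lost without wild-type replicate 3 (z ratio 1.14), without COX-2-/- replicate 1 (1.40) and with wild-type arrays of both lines as control (0.622). By Q-PCR in COX-1-/- cortex Acly was at 93.7% ± 11.8 against 100% ± 12.1 (SD, n = 6 mice in each group). The change differed between the lines by -94.6 in percent (permutation of genotype within each line, p = 0.00623, adjusted p = 0.112). The arrays cannot compare the lines for Acly in the cortex, for the same reason as for Acat1.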

Finally, ACLY expression was increased in microarray analysis of the cerebral cortex of COX-2^-/- ^mice (*z *ratio = +1.65), and the increase was also validated with Q-PCR (188% ± 33% in COX-2^-/- ^mice versus 100% ± 49% in wild-type mice; *t *statistic = -3.41, *P *= 0.008). Gene expression of ACAT 1, but not that of HADH2 and ACLY, was found to be decreased in the hippocampus of COX-1^-/- ^mice (z ratio= -3.00; 72% ± 6% in COX-1^-/- ^mice versus 100% ± 21% in wild-type mice; *t *statistic = 2.99, *P *= 0.03).

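In COX-1-/- hippocampus Acat1 had a mean Z of 0.187 ± 0.207 against 0.531 ± 0.0331 in wild-type hippocampus (SD, n = 3 arrays in each group), lower in 3 of 3 arrays. The limma difference was -0.344 (SE 0.0877, adjusted p = 0.0850). Hsd17b10 was at 1.27 ± 0.0222 against 1.31 ± 0.0589 and Acly at 0.161 ± 0.161 against 0.311 ± 0.0172 (SD, n = 3 in each group), with z ratios of -0.318 and -1.31, and Acly met the rule with wild-type arrays of both lines as control (-2.07). In the paper's Q-PCR values Acat1 was at 71.5% ± 5.66 (SD, n = 5 mice) against 100% ± 20.5 (SD, n = 5), with 3 of 5 COX-1-/- mice below every wild-type mouse (exact permutation test, two-sided, p = 0.0238, adjusted p = 0.0857), while Hsd17b10 was at 101% ± 43.5 and Acly at 109% ± 14.1 (SD, n = 6 each; exact permutation p = 0.944 and p = 0.522). The effect on Acat1 differed from that of COX-2 deletion by -0.331 on the arrays (SE 0.124, adjusted p = 0.607). The array call of Acat1 was lost without COX-1-/- replicate 1 or 2 (z ratios -2.52 and -2.18), and with wild-type arrays of both lines as control (-1.14). Wild-type hippocampus of the COX-2 line had a lower Acat1 mean than that of the COX-1 line, 0.0731 ± 0.109 (SD, n = 3; limma difference -0.458, SE 0.0877, adjusted p = 0.0142).

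**Figure D2:**
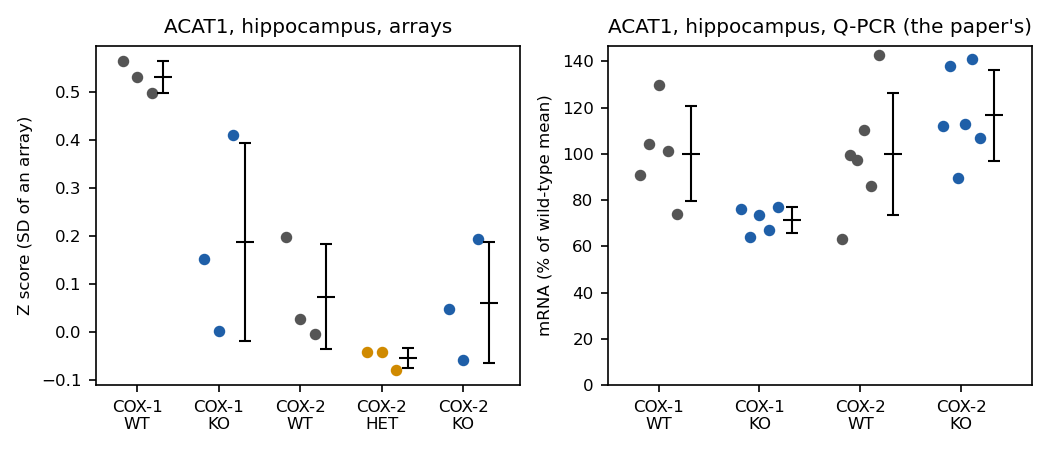
Acat1 in the hippocampus, with the Z score of each array by line and genotype on the left (3 arrays per group) and the paper's Q-PCR percentages of each mouse on the right, bars giving the mean ± SD. The COX-1-/- arrays span 0.000741 to 0.410, all below the COX-1 wild-type arrays at 0.498 to 0.564.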

### Expression of genes involved in methionine metabolism is upregulated in cortex of COX-2^-/- ^mice

Expression of methionine adenosyltransferase II (MAT2B) and adenosylhomocysteine hydrolase (AHCY), two genes that work in tandem to metabolize methionine to homocysteine, was increased in cerebral cortex of COX-2^-/- ^mice (Figure 2). MAT2B expression was found to be increased in microarray analysis (*z *ratio = +2.79) and by Q-PCR analysis (138% ± 12% in COX-2^-/- ^mice versus 100% ± 25% in wild-type mice; *t *statistic = -3.14, *P *= 0.013). 

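Mat2b, the regulatory subunit of methionine adenosyltransferase II, had a mean Z of 0.279 ± 0.0417 in COX-2-/- cortex and -0.00326 ± 0.0444 in wild-type cortex (SD, n = 3 arrays in each group), and met the rule without any 1 array. The difference of 0.283 (SE 0.0632), seen in 3 of 3 arrays, had an adjusted p = 0.374 by limma. A second probe of the gene, below background, had a z ratio of 0.596. By Q-PCR, in the paper's values, 4 of 5 COX-2-/- mice lay above every wild-type mouse (138% ± 11.7 against 100% ± 24.7, SD, n = 5 in each group; exact permutation test, two-sided, p = 0.0159, adjusted p = 0.0635). In COX-1-/- cortex Mat2b was at 97.6% ± 28.8 against 100% ± 27.0 (SD, n = 6 in each group). The change differed between the lines by -40.8 in percent (permutation of genotype within each line, p = 0.0765, adjusted p = 0.280). The arrays cannot compare the lines for Mat2b in the cortex, where its COX-1 values lie in the copied part.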

Increased AHCY expression, as detected by microarray analysis (*z *ratio= +1.66), was validated by Q-PCR (123% ± 5% in COX-2^-/- ^mice versus 100% ± 14% in wild-type mice; *t *statistic = -3.76, *P *= 0.01). 

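Ahcy, which cleaves S-adenosylhomocysteine, had a mean Z of 0.171 ± 0.0357 in COX-2-/- cortex and 0.00261 ± 0.140 in wild-type cortex (SD, n = 3 arrays in each group). The difference of 0.168 (SE 0.0640), seen in 3 of 3 arrays, had an adjusted p = 0.4664 by limma, and a second probe, below background, had a z ratio of 0.0208. The paper's Q-PCR values are 123% ± 5.31 (SD, n = 5 mice) and 100% ± 14.0 (SD, n = 6), with all 5 COX-2-/- mice above the wild-type mice (exact permutation test, two-sided, p = 0.00433, adjusted p = 0.0445). The array call was lost without wild-type replicate 2 (z ratio 1.74), wild-type replicate 3 (0.828), COX-2-/- replicate 1 (1.33) or COX-2-/- replicate 3 (1.57), and with median centring, quantile normalization, an adjusted Z test P, wild-type arrays of both lines as control (0.398) or correction for accession order (1.27). By Q-PCR in COX-1-/- cortex Ahcy was at 101% ± 30.3 against 100% ± 28.1 (SD, n = 6 mice in each group). The change differed between the lines by -22.1 in percent (permutation of genotype within each line, p = 0.251, adjusted p = 0.451). The arrays cannot compare the lines for Ahcy in the cortex, for the same reason as for Mat2b.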

Expression of MAT2B, but not of AHCY, was decreased in COX-1^-/- ^hippocampus (*z *ratio = -3.07; 78% ± 13% in COX-1^-/- ^mice versus 100% ± 18% in wild-type mice; *t *statistic = 2.39, *P *= 0.04).

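In COX-1-/- hippocampus Mat2b had a mean Z of 0.170 ± 0.1999 against 0.522 ± 0.212 in wild-type hippocampus (SD, n = 3 arrays in each group), and the groups overlapped. The limma difference was -0.352 (SE 0.125, adjusted p = 0.182). Ahcy was at -0.0853 ± 0.0768 against -0.0489 ± 0.0839 (SD, n = 3 in each group), below background. In the paper's Q-PCR values Mat2b was at 78.2% ± 13.3 against 100% ± 18.0 (SD, n = 6 in each group; exact permutation test, two-sided, p = 0.0411, adjusted p = 0.114) and Ahcy at 102% ± 30.8 (SD, n = 6; exact permutation p = 0.920). On the arrays Mat2b did not meet the rule without wild-type replicate 1 or 2 (z ratios -1.99 and -2.95) or COX-1-/- replicate 1 or 2 (-2.84 and -2.14), or with wild-type arrays of both lines as control (-1.04), an adjusted Z test P or correction for accession order (-2.33). Wild-type hippocampus of the COX-2 line was lower than that of the COX-1 line (0.0282 ± 0.227, SD, n = 3; limma difference -0.494, SE 0.125, adjusted p = 0.0378).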

### GABA transporter and receptor expression is altered in COX^-/- ^mice

Expressions of two genes that are involved in GABA neurotransmission were altered in cerebral cortex and hippocampus of COX knockout mice. Microarray analysis of GABA-A receptor subunit β_1 _(GABRB1) in the hippocampus of COX-2^-/- ^mice demonstrated downregulation (*z *ratio = -2.32) of gene expression (Table 2). 

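Gabrb1, a subunit of the GABA-A receptor channel, had a mean Z of 0.304 ± 0.0743 in COX-2-/- hippocampus and 0.547 ± 0.0706 in wild-type hippocampus (SD, n = 3 arrays in each group). The limma difference of -0.243 (SE 0.0873), seen in 3 of 3 arrays, had an adjusted p = 0.319, and the call held without any 1 array. In COX-1-/- hippocampus the gene was at 0.513 ± 0.217 against 0.421 ± 0.0959 (SD, n = 3 in each group), and the effects of the lines differed by 0.335 (SE 0.124, adjusted p = 0.607). The probe was matched by the paper's z ratio and P alone.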

Validation with Q-PCR demonstrated that the expression of GABRB1 was not only decreased in hippocampus of COX-2^-/- ^mice (54% ± 18% in COX-2^-/- ^mice versus 100% ± 19% in wild-type mice; *t *statistic = 4.08, *P *= 0.003) but it was also decreased in cerebral cortex of COX-2^-/- ^mice, a change that was not initially detected by microarray analysis (72% ± 8% in COX-2^-/- ^mice versus 100% ± 17% in wild-type mice; *t *statistic = 3.67, *P *= 0.008).

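In COX-2-/- cortex Gabrb1 had a mean Z of 0.556 ± 0.138 against 0.514 ± 0.0985 in wild-type cortex (SD, n = 3 arrays in each group), a z ratio of 0.422 with overlapping groups (adjusted p = 0.871 from limma). In the paper's Q-PCR values, 5 of 6 COX-2-/- mice lay below every wild-type mouse in the cortex, at 71.0% ± 7.16 against 100% ± 17.2 (SD, n = 6 in each group; exact permutation test, two-sided, p = 0.00433, adjusted p = 0.0445). The paper's mean of 71.8% ± 7.65 leaves out 1 of these COX-2-/- mice, and without it 4 of 5 lay below every wild-type mouse (exact permutation p = 0.0152, not adjusted). In the hippocampus all 5 COX-2-/- mice lay below the 6 wild-type mice, at 54.1% ± 17.6 against 100% ± 19.3 (SD; exact permutation test, two-sided, p = 0.00216, adjusted p = 0.0445).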

GABA transporter (GAT)3 expression in cerebral cortex of COX^-/- ^mice exhibited a genotype-specific effect (Table 2). COX-1^-/- ^mice demonstrated downregulation of gene expression (*z *ratio = -1.86) whereas COX-2^-/- ^showed upregulation of mRNA level (*z *ratio = +1.68). 

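The GAT3 probe, which carries the symbol Slc6a13 of a GABA transporter, had a mean Z of 1.97 ± 0.1002 in COX-1-/- cortex against 2.13 ± 0.0807 in wild-type cortex, and 2.12 ± 0.0278 in COX-2-/- cortex against 1.95 ± 0.0640 (SD, n = 3 arrays in each group). The 3 COX-1-/- arrays lay below and the 3 COX-2-/- arrays above their wild-type arrays, and the adjusted p from limma was 0.262 and 0.419. In the paper's Q-PCR values the gene was at 58.4% ± 11.7 in COX-1-/- cortex against 100% ± 22.2 (SD, n = 5 mice in each group; exact permutation test, two-sided, p = 0.0159, adjusted p = 0.0635) and at 166% ± 36.6 in COX-2-/- cortex against 100% ± 12.7 (SD, n = 5 in each group; exact permutation test, two-sided, p = 0.00794, adjusted p = 0.0445). The change in percent differed between the lines by -108 (permutation of genotype within each line, p = 6.3e-05, adjusted p = 0.00227 over 36 differences). The array call was lost in COX-1-/- cortex without wild-type replicate 2 (z ratio -1.34), wild-type replicate 3 (-1.67), COX-1-/- replicate 2 (-1.69) or COX-1-/- replicate 3 (-1.35), and in COX-2-/- cortex without wild-type replicate 2 (1.33) or 3 (1.44). With wild-type arrays of both lines as control the z ratios were -0.968 and 0.848, and after correction for row order -1.19 and 1.25, under the rule in both lines, and quantile normalization, an adjusted Z test P and the SD of each part (-1.48) ended the COX-1-/- call.

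**Figure D3:**
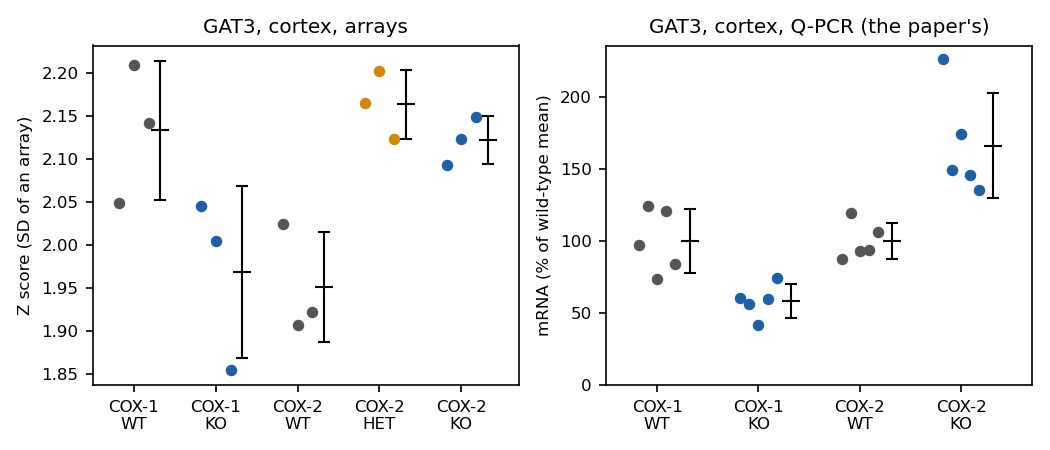
GAT3 in the cortex, with the Z score of each array by line and genotype on the left (3 arrays per group) and the paper's Q-PCR percentages of each mouse on the right, bars giving the mean ± SD. The COX-1-/- arrays lie at 1.86 to 2.05 and the COX-2-/- arrays at 2.09 to 2.15, and the left axis does not start at 0.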

Validation with Q-PCR demonstrated the same pattern of expression in COX-1^-/- ^mice (58% ± 12% in COX-1^-/- ^mice versus 100% ± 22% in wild-type mice; *t *statistic = 3.70, *P *= 0.006) and COX-2^-/- ^mice (166% ± 37% in COX-2^-/- ^mice versus 100% ± 13% in wild-type mice; *t *statistic = -3.82, *P *= 0.01). No significant difference in the expression of GAT3 was detected by microarray or Q-PCR in the hippocampus of any mice examined in the present study (data not shown).

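In the hippocampus the GAT3 probe had a mean Z of 2.06 ± 0.0410 in COX-1-/- mice against 2.02 ± 0.0611, and 2.04 ± 0.0508 in COX-2-/- mice against 2.05 ± 0.0715 (SD, n = 3 arrays in each group). The z ratios were 0.351 and -0.110, and the effects of the lines differed by 0.0517 (SE 0.0731, adjusted p = 0.887 from limma). The paper's Q-PCR values are 111% ± 67.8 in 6 COX-1-/- mice (exact permutation test, two-sided, p = 0.753) and 132% ± 59.3 in 5 COX-2-/- mice (SD; exact permutation test, two-sided, p = 0.349).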

### Janus kinase expression is altered in a genotype-dependent manner in hippocampus

Janus kinase (JAK) isoforms 1 and 2 were found to be expressed in a genotype-dependent manner in hippocampus (Table 2). COX-1^-/- ^mice had increased expression of JAK1 (*z *ratio = +1.56) but not of JAK2. 

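Jak1, a kinase of cytokine receptors, had a mean Z of 0.179 ± 0.00398 in COX-1-/- hippocampus and 0.00045 ± 0.0592 in wild-type hippocampus (SD, n = 3 arrays in each group). The difference of 0.178 (SE 0.0433), seen in 3 of 3 arrays, had an adjusted p = 0.0776 by limma. A second Jak1 probe, below background, had a z ratio of 0.127. Jak2 was at 0.361 ± 0.0876 against 0.396 ± 0.0822 (SD, n = 3 in each group), a z ratio of -0.304. Other Jak2 probes there had z ratios of 0.475 and, below background and so not called, -2.53. The paper's Q-PCR values for Jak1 are 196% ± 78.6 against 100% ± 39.7 (SD, n = 5 mice in each group; exact permutation test, two-sided, p = 0.0317, adjusted p = 0.0952), with all 5 COX-1-/- mice above the wild-type mean and 2 above every wild-type mouse, and for Jak2 105% ± 20.4 (SD, n = 6; exact permutation p = 0.675). The Jak1 call was lost without wild-type replicate 1 (z ratio 1.21) or 2 (1.49) or COX-1-/- replicate 1 (1.37) or 3 (1.44), with wild-type arrays of both lines as control (1.26), after correction for row order (0.844) and with the SD of each part (1.41).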

Q-PCR validation also demonstrated increased expression of JAK1 in COX-1^-/- ^mice (196% ± 79% in COX-1^-/- ^mice versus 100% ± 40% in wild-type mice; *t *statistic = -2.45, *P *= 0.04). On the other hand, JAK-2 expression was decreased in COX-2^-/- ^but not in COX-1^-/- ^mice (*z *ratio = -2.09). 

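Jak2, the kinase of receptors such as those of leptin and erythropoietin, had a mean Z of 0.255 ± 0.0836 in COX-2-/- hippocampus and 0.475 ± 0.0341 in wild-type hippocampus (SD, n = 3 arrays in each group), lower in 3 of 3 arrays. The limma difference was -0.220 (SE 0.0630, adjusted p = 0.295). Other Jak2 probes had z ratios of 0.508 and 0.0898 there. The effect in COX-1-/- mice differed from that in COX-2-/- mice by 0.185 (SE 0.0890, adjusted p = 0.666). Jak1 was at 0.1496 ± 0.0526 against 0.102 ± 0.0409 (SD, n = 3 in each group). The paper's Q-PCR values for Jak2 are 82.3% ± 11.5 in 5 COX-2-/- mice and 100% ± 10.0 in 6 wild-type mice (SD; exact permutation test, two-sided, p = 0.0281, adjusted p = 0.0921), and the change differed from that of COX-1-/- mice by 22.8 in percent (permutation test, p = 0.104, adjusted p = 0.280). The Jak2 call held without any 1 array and was lost after correction for row order (z ratio -1.23).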

Validation with Q-PCR confirmed this selective decrease (82% ± 12% in COX-2^-/- ^mice versus 100% ± 10% in wild-type mice; *t *statistic = 2.54, *P *= 0.03). 

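In COX-2-/- cortex Jak1 had a mean Z of 0.0758 ± 0.0519 against 0.138 ± 0.0747 in wild-type cortex and Jak2 0.295 ± 0.0359 against 0.322 ± 0.0511 (SD, n = 3 arrays in each group), with z ratios of -0.613 and -0.258. The limma adjusted p was 0.706 and 0.874. In COX-1-/- cortex the probes of both kinases that lie above background belong to the part of the table with identical values, so they were not analysed here. The paper's Q-PCR values are 88.8% ± 16.8 for Jak1 and 104% ± 23.9 for Jak2 in 5 COX-2-/- mice (SD; exact permutation test, two-sided, p = 0.461 and p = 0.745), and 129% ± 29.7 for Jak1 in 6 and 92.8% ± 31.7 for Jak2 in 5 COX-1-/- mice (SD; exact permutation test, two-sided, p = 0.156 and p = 0.723).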

No significant differences in expression of JAK-1 or JAK-2 were observed in cerebral cortex (data not shown).

## Discussion

In this study, we demonstrate that COX-1^-/- ^or COX-2^-/- ^mice exhibit significant changes in the hippocampus and cerebral cortex transcriptome. Some differentially expressed genes occur in both genotypes but most changes observed (>93%) are unique to one isoform deletion and not the other. This observation implies that despite the functional similarities of the two COX isoforms in the metabolism of AA to eicosanoids, they impact the basal physiology of the brain in different ways. Because the end products of COX-mediated AA metabolism, through the subsequent action of thromboxane and prostaglandin synthases, are the bioactive mediators of COX activity, this study suggests that COX-1 or COX-2 specific end products differentially affect the mouse brain transcriptome.

### Altered expression of mitochondrial function and β oxidation genes

The selective changes in transmembrane and mitochondrial genes in COX-2^-/- ^but not COX-1^-/- ^may be related to the different subcellular localization of the two COX isoforms [11]. The deletion of COX-2, normally localized at nuclear envelope [11], might affect the expression of genes directly or indirectly coupled with COX-2. Although coupling between COX-2 and mitochondrial enzymes in brain has not been reported, mitochondrial localization of COX-2 has been reported in cancer cells and in corpus luteum [12,13]. Our observation that important genes involved in mitochondrial energy metabolism are upregulated in the cerebral cortex of COX-2^-/- ^mice suggests that COX-2 is critical for mitochondrial function.

Our findings demonstrate that expressions of HADH2, ACAT1, and ACLY mRNA were upregulated in the cerebral cortex of COX-2^-/- ^mice. The protein products of these genes work in tandem to metabolize lipids, through the process of β oxidation, to acetyl-coenzyme A [14-16].

The consequences of an increase in brain expression of three major enzymes involved in the β oxidation of lipids implies an increase in β oxidation of fatty acids in COX-2^-/- ^mice. Supporting this hypothesis, a previous study examining the incorporation of AA in the brains of COX-2^-/- ^mice [17] suggested that the increase in baseline incorporation of AA in awake COX-2^-/- ^mice is possibly due to increased β oxidation. Because a component of the kinetic model used by Rapoport and coworkers allows for the possibility of a portion of the infused AA to be shunted to β oxidation [18], it is possible that the increased incorporation of AA in the brains of COX-2^-/- ^mice represents increased β oxidation mediated by an increase in HADH2, ACAT1, and ACLY. However, it remains unclear why the deletion of COX-2, but not COX-1, would result in an increase in β oxidation enzymes in the brain.

Although these enzymes function in tandem in the β oxidation pathway of lipid metabolism, HADH2 has been shown to play a role in modifying the susceptibility of mouse brain to certain insults. Transgenic mice overexpressing HADH2 have proved to be more resistant to the brain damage associated with MCAO and MPTP [8,9]. Similarly, COX-2^-/- ^mice also exhibit increased resistance to MPTP and MCAO induced neuronal damage [8,9]. It is unclear whether increased expression of HADH2 in COX-2^-/- ^mice, as observed in the present study, contributed to those previous findings, but it is interesting that mice overexpressing HADH2 and COX-2^-/- ^mice are both resistant to the aforementioned nervous system insults.

### Altered expression of homocysteine metabolism genes in the cerebral cortex of COX-2^-/- ^mice

Our study demonstrated that the expressions of MAT2B and AHCY mRNA, the protein products of which are two tandem enzymes involved in methionine metabolism, are upregulated in the cerebral cortex of COX-2^-/- ^but not of COX-1^-/- ^mice.

MAT2B increases the level of product inhibition of the MAT holoenzyme [19,20]. Because increased levels of *S*-adenosylmethionine are observed when MAT2B is downregulated [19], we could predict that increased expression of MAT2B, as observed in our study, would result in decreased S-adenosylmethionine, which is the exclusive methyl donor for transmethylation reactions [19-21].

Being the sole enzyme known to metabolize *S*-adenosylhomocysteine, which is the product of transmethylation reactions, AHCY regulates all *S*-adenosylmethionine dependent methyltransferases [22]. Increased expression of AHCY in the cortex of COX-2^-/- ^mice is predicted to increase the production of adenosine and homocysteine [23]. The suggestion that an increase in homocysteine production may occur in COX-2^-/- ^mice is intriguing because homocysteine is known to activate endogenous glutamate receptors and potentiate the effect of certain excitotoxins such as kainic acid [24,25]. The possibility that increased expression of AHCY results in elevated homocysteine concentrations is consistent with a preliminary observation made in our laboratory indicating that COX-2^-/- ^mice, but not COX-1^-/- ^mice, have increased seizure intensity and neuronal damage after systemic injection with kainic acid [26]. Our findings support the observation that homocysteine pretreatment increases the intensity of kainate-induced seizures and neuronal damage [25].

### Altered expression of GABA neurotransmission genes in COX-1^-/- ^and COX-2^-/- ^mice

We have identified two differentially expressed genes, GABRB1 and GAT3, from the cortical and hippocampal GABAergic system of COX deficient mice. GABRB1 is a β subunit of the GABA_A _ionotropic receptor ion channel [27]. GABRB1 mRNA is known to be downregulated by persistent GABA_A _receptor activation and in a model of temporal lobe epilepsy [28,29]. It is well established that a decrease in GABA receptor number is preceded by a decrease in GABA receptor subunit mRNA [30]. Therefore, our finding that GABRB1 mRNA expression is decreased suggests a downregulation of GABA ionotropic receptor in the hippocampus and cerebral cortex of COX-2^-/- ^mice but not COX-1^-/- ^mice.

Coupled with changes in GABRB1 in COX-2^-/- ^mice, we also demonstrated an alteration in the expression of a GABA transporter. This transporter, GAT3, is thought to terminate the GABA signal by transporting GABA from the synapse into the cell [31-33]. The alteration in GAT3 expression observed in the present study suggests an increased level of inhibitory input in COX-1^-/- ^mice, whereas COX-2^-/- ^mice may have less inhibitory input because of altered rates of GABA uptake from the synapse. In fact, increased expression of GAT3 has been demonstrated to be associated with epileptogenic hippocampal tissue [34]. Furthermore, it has been shown that overexpression of GAT in transgenic mice increases their susceptibility to kainate-induced seizures [35].

The combined effect of decreased expression in GABRB1 and an increase in GAT3 in COX-2^-/- ^mice, but not COX-1^-/- ^mice, is also consistent with preliminary data from our group demonstrating an increased susceptibility of COX-2^-/- ^mice, but not COX-1^-/- ^mice, to kainate induced excitotoxicity [26]. The net effect of the alterations in GABA-related gene expression in the COX-2^-/- ^mouse brain would suggest decreased GABAergic tone, predisposing these mice to an increased neuronal excitability that would increase their susceptibility to excitotoxins such as kainate. Although our observations in the present study are consistent with our previous data [26], it remains to be determined how deletion of COX-2, but not of COX-1, alters the expression of GABAergic system related genes.

### COX genotype-dependent alteration of Janus kinase isoforms in the mouse hippocampus

JAK1 and JAK2 are non-receptor tyrosine kinases that are essential for the signal transduction of cytokine receptor activation (For reviews, see Aringer and coworkers [36] and Leonard and O'Shea [37]). Both isoforms are ubiquitously expressed but are involved in the transduction of specific groups of cytokine signals [36,37]. Furthermore, JAK1 and JAK2 knockout mice demonstrate the importance and nonredundancy of these JAK isoforms, because both mutations are lethal [36].

We found that JAK1 mRNA expression, but not that of JAK2, is increased in the hippocampus of COX-1^-/- ^mice, and that JAK2, but not JAK1, is decreased in the hippocampus of COX-2^-/- ^mice. Although this is the first report to demonstrate a JAK alteration in COX^-/- ^mice, COX-2 inhibitors have been shown to dampen interleukin-12 signaling by inhibiting the activation of JAK2 [38]. Although it is unclear how these alterations affect the brain physiology of the knockout mice, one could predict a different response of COX-1^-/- ^and COX-2^-/- ^mice to neuroinflammation caused by the role played by JAK in regulating inflammation-induced signaling. Interestingly, the pattern of change in JAK expression is similar to what has been observed for NF-κB in the brains of COX-1^-/- ^and COX-2^-/- ^mice [6,7]. COX-1^-/- ^mice exhibit an upregulation of the activity and expression of NF-κB accompanied by an increase in I-κB phosphorylation [6]. Conversely, COX-2^-/- ^mice exhibit decreased expression and activation of NF-κB accompanied by a decrease in I-κB phosphorylation [7]. Although the mechanism of crosstalk between the JAKs and NF-κB has not been elucidated, evidence suggests that JAK may be required for NF-κB activation [39]. In this regard, the similarity in direction of expression of JAK and NF-κB based on COX isoform deficiency is intriguing and requires further study.

## Conclusion

The present study is the first to demonstrate the specific effect of genetic ablation of COX-1 or COX-2 on the mouse brain transcriptome. Our findings suggest that ablation of COX activity alters the transcription of many genes, including those involved in β oxidation, methionine metabolism, GABA neurotransmission, and cytokine signaling. Although some of the molecular mechanisms underlying these changes are not well understood at this time, these data identify metabolic and signaling pathways that were previously not known to be affected by COX. Because many anti-inflammatory and analgesic treatments, such as nonsteroidal anti-inflammatory drugs, rely on reduction in COX activity for their mechanism of action, the specific alterations observed in this study expand our understanding of the therapeutic and toxicologic consequences of COX inhibition.

## Materials and methods

### Animal procedure

COX-1^-/- ^or COX-2^-/- ^mice and respective wild-type mice (C57BL6/6-129/Ola mixed genetic background) [4] were received at the animal facility of the National Institute on Aging at 6 weeks of age from the National Institute of Environmental Health Sciences colony maintained by Taconic Farms (Germantown, NY, USA), with heterozygous by heterozygous breedings for more than 35 generations. The heterozygotes are maintained independently for each COX line. F_1 _offspring of these heterozygous × heterozygous matings are then mated wild-type × wild-type to generate the wild-type mice used in the study. Male homozygous null mice (-/-) are mated with heterozygous female mice (+/-) to generate the -/- mice used in the present study. Thus, all mice used in the study were one generation from the heterozygous × heterozygous maintenance colony. COX-1^-/- ^and COX-2^-/- ^mice were then compared with respective wild-type mice (COX-1^+/+ ^and COX-2^+/+^, respectively) for microarray and Q-PCR analysis.

Mice were housed at room temperature on a 12 hour light/dark cycle with free access to food and water in a ventilated cage rack system. At 12 weeks of age the mice were killed with an overdose of sodium pentobarbital (100 mg/kg) followed by decapitation. Brains were quickly removed, dissected, and stored at -80°C until usage. All procedures involving mice were approved by the National Institutes of Child Health and Human Development Animal Care and Use Committee, and were performed in accordance with National Institutes of Health guidelines on the care and usage of laboratory animals.

### RNA extraction and cDNA synthesis

Fresh frozen mouse hippocampus and cerebral cortex were processed for RNA extraction using the Qiagen RNeasy Lipid Tissue Mini kit (Qiagen, Valencia, CA, USA) under RNAse-free conditions by following the manufacturer's suggested procedure. RNA purity and integrity were verified by examining the 260 nm/280 nm ratio using a spectrophotometer and an ethidium bromide-agarose gel imaged under UV light, respectively. Extracted RNA was resuspended in RNAse-free molecular grade water and stored at -80°C until use. For Q-PCR, total RNA (5 μg) was reverse transcribed using a High Capacity cDNA Archive kit (Applied Biosystems, Foster City, CA, USA) using appropriate controls to ensure the absence of genomic DNA contamination.

### Microarray procedures

Microarray procedure protocols used in the study are described in the National Institute on Aging Gene Expression and Genomic Unit website [40]. Briefly, 5 μg total RNA was reverse transcribed in the presence of ^33^P-dCTP, and labeled cDNA was purified using a Biospin P-30 column (Bio-Rad, Hercules, CA, USA). A custom 17 K mouse nylon membrane microarray (GEO: GPL4006) was used for the high throughput analysis, which was performed in triplicate for each sample. Labeled cDNA from cerebral cortex and hippocampus of COX-1^-/-^, COX-2^-/-^, COX-1^+/+^, and COX-2^+/+ ^(three mice per group) was hybridized to the nylon array for 16 to 18 hours. Arrays were washed, dried, and apposed to a phosphoimager screen for collection of data. Differentially expressed genes were identified by comparing the microarray data from COX-1^+/+ ^with those from COX-1^-/- ^mice and, separately, by comparing the data from COX-2^+/+ ^with those from COX-2^-/- ^mice (as described below). Microarray images were processed using ArrayPro (MediaCybernetics, Silver Spring, MD, USA); the raw data were transferred to an Excel spreadsheet and normalized using an Excel macro to convert raw data to *Z *normalization, as previously described, with the following equation [41]:

*Z *(raw data) = (ln [raw data] - avg [ln(raw data)])/(std dev [ln(raw data)])

Where avg is the average of all genes of an array, and std dev is the standard deviation of all genes of an array. This conversion compresses the dataset onto a log scale, normalizes the data to be symmetric around zero, and results in a standard deviation of 1, allowing data to be compared between arrays. Differentially expressed genes were identified using DIANE 1.0, a JMP (SAS Institute, Inc., Cary, CA, USA) based program developed by VVP. (Information on availability and components of DIANE can be found on the web [42]). DIANE 1.0 takes three factors into account to identify differentially expressed genes. First, for a gene to be considered differentially expressed, it must have similar values (both direction of change and magnitude) between replicate arrays, as assessed by the *Z *test, which results in a *P *value that is calculated using a normal distribution [41]. Second, the fold change between treatments is determined by *z *ratio:

*z *ratio (between treatment A and B) = (z [a] - z [b])/std dev

Where std dev is the standard deviation of all genes on an array. Because the *z *normalized data have a standard deviation of exactly 1, a significant fold change was considered to be represented by any change greater than 1.5 times the standard deviation, that is, a *z *ratio greater than 1.5. This threshold has been stated to result in consistent detection of differentially expressed genes [41]. To avoid detection of background level genes that may produce high fold changes and therefore contribute to false detection rates, we eliminate all genes below background by ensuring that the average intensity of a gene over replicates of treatment and control exceeds zero. This is enabled by the fact that the mean of *z *normalized arrays is always zero. Once processed as above, the data can be divided into five different significance levels: significance level +2 = *z *ratio >1.5 and significant replication (*P *< 0.05); significance level +1 = *z *ratio >1.5 and no significant replication (*P *> 0.05); significance level 0 = neither condition is true; significance level -1 = same as +1 but wild type > knockout; and, finally, significance level -2 = same as +2 but wild type > knockout

Genes that attain significance levels of +2 and -2 are highly significant and are considered differentially expressed between experimental groups. These genes are imported to Excel from DIANE according to name, symbol, gene accession number, function, significance level, and *z *score. Further annotation and analysis of the microarray dataset was performed using DRAGON [43] and Ingenuity Pathways (Ingenuity Systems, Redwood City, CA, USA). We did not explicitly calculate false-positive or false-negative rates for our microarray analysis because we used the *z *normalization primarily as a filter for selecting candidate genes for Q-PCR validation, which was carried out as described below.

### Quantitative PCR analysis

A total of nine genes detected by microarray analysis were validated using Q-PCR. These genes were selected because they were differentially expressed in the microarray analysis. In addition, these genes were selected for further validation because they comprised distinct biologic functions or signaling pathways, as determined by analysis using the Ingenuity Pathways software.

Validation of microarray results (*n *= 5-6/group) was performed using Q-PCR, with the ABI PRISM 7000 Sequence Detection System (Applied Biosystems). To increase the sample size and further validate our microarray results, to the same set of RNA samples used for microarray analysis (*n *= 3), a new set of RNA samples obtained from independent animals (*n *= 3) was added for each experimental group for Q-PCR analysis. In order to validate both positive and negative findings of the microarray analysis completely, all possible comparisons for genotype were performed in each brain region for each gene described below. All changes detected by microarray analysis were validated by Q-PCR. However, only changes in gene expression detected by Q-PCR that were statistically significant are described in the results section, whereas Q-PCR analyses that did not detect significant differential gene expression are provided in Additional data files.

Assay-on-Demand (Applied Biosystems) primers for ACAT1 (Unigene ID-Mm.293233), MAT2B (Unigene ID-Mm.293771), AHCY (Unigene ID-Mm.330692), HADH2 (Unigene ID-Mm.6994), GAT3 (Unigene ID-Mm.258596; also known as solute carrier family 6, member 13), GABRB1 (Unigene ID-Mm.226704), JAK1 (Unigene ID-Mm.289657), JAK2 (Unigene ID-Mm.275839), and ACLY (Unigene ID-Mm.282039) were used for Q-PCR validation of microarray results. Q-PCR results for the above listed genes were normalized to phosphoglycerate kinase 1 expression levels, as previously reported [5,6]. Briefly, Taqman Universal PCR Master Mix, Assay-On-Demand primers, and cDNA samples were mixed in RNAse-free water and added to an optical 96-well reaction plate (Applied Biosystems). Negative controls containing no cDNA and a standard curve spanning three orders of magnitude of dilution were run on each plate in duplicate. Q-PCR conditions were 50°C for 2 min and 95°C for 10 min, followed by 40 cycles of 15 s at 95°C and 1 min at 60°C. The amount of target gene expression was calculated by using either the ΔΔC_T _method [44] or by using the standard curve to determine the absolute quantity of transcript. Following the method of previous reports [5,6], relative expression values of genes are expressed as percentage of expression in wild-type mice.

### Statistical analysis

Data are expressed as *z *ratio of microarray data or mean percentage difference ± standard deviation from gene expression values in wild-type mice. Statistical analysis for Q-PCR data was performed using the freeware program Open Stat 4 [45]. For all comparisons, the F test for homogeneity of variance was first calculated. Depending on the results of the F test, an unpaired *t*-test assuming equal variance or an unpaired *t*-test assuming unequal variance was calculated. The *t *statistic and *P *value for each comparison is reported. *P *< 0.05 was considered statistically significant.

## Additional data files

The following additional data are available with the online version of this article. Additional data file 1 provides a full list of differentially expressed genes in cerebral cortex. Additional data file 2 provides a full list of differentially expressed genes in hippocampus. Additional data file 3 provides raw data for all Q-PCR analyses.

## Supplementary Material

Additional data file 1 A full list of differentially expressed genes in cerebral cortex. Click here for file

Additional data file 2 A full list of differentially expressed genes in hippocampus. Click here for file

Additional data file 3 Raw data for all Q-PCR analyses. Click here for file

## Figures and Tables

**Figure 1:**
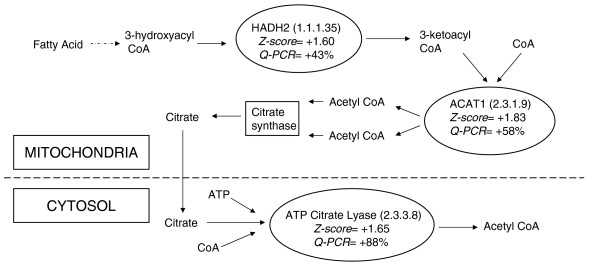
β Oxidation gene expression is increased in cerebral cortex of cyclo-oxygenase (COX)-2^-/- ^mice. The expression of three tandem genes involved in the metabolism of short chain fatty acids to citrate is increased in cerebral cortex of COX-2^-/- ^mice, as determined by microarray and quantitative PCR (Q-PCR) analysis. These genes, namely hydroxyacyl coenzyme-A dehydrogenase (HADH2), acetyl coenzyme-A acetyltransferase (ACAT1) and ATP citrate lyase, are depicted in the ovals above, along with the enzyme classification (EC) number in parenthesis. *Z *ratio from the microarray analysis and Q-PCR validation results for each gene are provided below the name of the gene. A positive *z *ratio represents an increase in expression in COX knockout mice, whereas a negative value denotes a decrease in expression in COX knockout mice. Q-PCR percentage represents the percentage increase in expression over wild-type mice. HADH2 and ACAT1 are expressed in the mitochondria and ATP citrate lyase is expressed in the cytosol. The expression of genes represented as a square is not changed.

**Figure 2:**
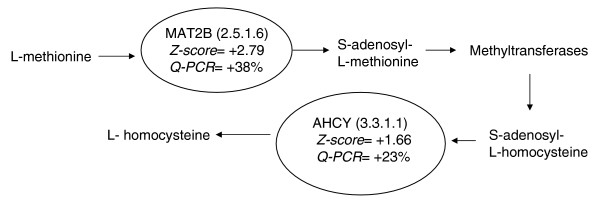
Methionine metabolism gene expression is increased in the cerebral cortex of cyclo-oxygenase (COX)-2^-/- ^mice. The expression of two tandem genes involved in the metabolism of methionine to homocysteine is increased in the cortex of COX-2^-/- ^mice, as determined by microarray and quantitative PCR (Q-PCR) analysis. These genes, namely methionine adenosyltransferase (MAT2B) and S-adenosylhomocysteine hydrolase (AHCY), are depicted in the ovals above, along with the enzyme classification (EC) number in parenthesis. *Z *ratio from the microarray analysis and Q-PCR validation results for each gene are provided below the name of the gene. A positive *z *ratio represents an increase in expression in COX knockout mice, whereas a negative value denotes a decrease in expression in COX knockout mice. Q-PCR percentage represents the percentage increase in expression over wild-type mice.

**Table 1:** Genes whose expression is altered in both COX-1^-/- ^and COX-2^-/- ^mice

Genbank accession number	Gene name	COX-1^-/- ^versus wild type	COX-2^-/- ^versus wild type
Cortex			
BG086892	Rho GDP dissociation inhibitor (GDI) α	2.40	1.69
AW555640	Inner membrane protein, mitochondrial	-5.49	2.16
BG075861	Solute carrier fam. 6 (neurotransmitter transporter, GABA), mem. 13	-1.86	1.68
BG085367	Ring finger protein 24	-2.84	2.15
Hippocampus			
BG064367	Ectonucleoside triphosphate diphosphohydrolase 1	-1.84	-1.94
BG064631	Timeless homolog (*Drosophila*)	1.95	1.81
BG065181	RNA binding motif, single stranded interacting protein 1	1.52	2.09
BG065688	Ubiquitin A-52 residue ribosomal protein fusion product 1	3.21	2.62
BG066667	Microtubule-associated protein 4	1.6	2.07
BG067592	Nuclear receptor corepressor 2	2.13	1.54
BG067766	Nuclear receptor subfamily 1, group H, member 2	1.65	1.51
BG069493	Rho-guanine nucleotide exchange factor	-1.84	-1.52
BG078482	Synaptotagmin binding, cytoplasmic RNA interacting protein	1.67	1.84
BG079093	Glycolipid transfer protein	2.26	2.02
BG081977	THAP domain containing 11	-1.85	-1.94
BG083840	Mitogen-activated protein kinase 13	2.06	2.23

Gene names are provided with GenBank accession numbers and *z *ratio. A positive z-ratio represents an increase in expression in COX^-/- ^mice while a negative value denotes a decrease in expression in COX^-/- ^mice. COX, cyclooxygenase.

**Table 2:** Expression of GABA and JAK signaling-related genes in brain of COX knockout mice

Gene name	Region	COX-1^-/-^	COX-2^-/-^
GAT3	Cerebral cortex	-42% (-1.86)	+66% (+1.68)
GABRB1	Cerebral cortex	-	-28% (ND)
GABRB1	Hippocampus	-	-46% (-2.32)
JAK 1	Hippocampus	+96% (+1.56)	-
JAK 2	Hippocampus	-	-18% (-2.09)

Percentage change in expression, as validated by Q-PCR, is provided, along with microarray-determined *z *ratios (in parenthesis) for each genotype comparison. Janus kinase (JAK)1 and 2 expression are altered only in hippocampus of COX-1^-/- ^and COX-2^-/- ^mice. COX, cyclooxygenase; GABA, γ-aminobutyric acid; GABRB1, GABA-A receptor subunit β_1_; GAT, GABA transporter; ND, not differentially expressed in microarray analysis.

How the deposited data were processed for this re-analysis (not part of the article)

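RNA of the cerebral cortex and hippocampus of COX-1 and COX-2 null mice, the wild-type mice of each line and heterozygous COX-2 mice was measured on custom nylon cDNA arrays, 3 arrays in each of 10 groups. The authors reverse transcribed 5 µg of total RNA with radiolabelled dCTP, scanned the membranes with a phosphoimager, extracted intensities with ArrayPro and turned them into Z scores per array in an Excel macro. The values used are these Z scores, in units of the SD of the natural log intensity of an array. The table holds 16896 probes without missing values, and array medians lie between -0.0721 and -0.0419. Each part of the table, the first 8448 probes and the remaining 8448, has a mean of 0 and an SD of 1 on every array. The first part holds the same values in 5 of the 6 COX-1 cortex arrays, and it was left out of the calls, tests and correlations of COX-1 cortex, though not of the SD that divides the z ratio there (0.0887, against 0.111 without it). No sequencing depth applies, and precision rests on 3 arrays per group and on the signal over background.

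A probe met the study's rule when its mean Z over the compared arrays was above 0, the Z test P was under 0.05 and the z ratio lay beyond 1.5. The z ratio is the difference in mean Z divided by the SD of all differences of the comparison, the form in which the paper tabulates it. The rule without that division was computed first, as planned. Models were fitted with limma 3.58.1 in R 4.3.3 to the 15 arrays of a region as group means, with empirical Bayes moderation and Benjamini-Hochberg adjustment over probes whose mean Z was above 0. The difference between the effects of the lines was a contrast in the same model. Gene lists, 13 of pathways and protein families and 10 of cell type and region markers, were tested with camera, at a preset correlation of 0.01 and at an estimated one, and with fry. Tables were handled with data.table 1.17.8, and with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. On simulated data with known changes, 77.5% of changed probes were called by limma and 89% at the tabulated z ratio. At a shift of 0.2 in Z these shares were 44% and 70%, and at shifts of 0.3 to 0.8 they were 82% to 94% and 90% to 100%. The median difference of called probes in the real comparisons was 0.165 to 0.230. Of 16666 unchanged probes limma called 7 and the z ratio rule 103, though only 8015 of all simulated probes passed the filter and could be called. Among other splits of the real arrays of this comparison, COX-1 hippocampus, the highest gave 290 calls at the tabulated z ratio. The simulated shares therefore hold for the simulated noise alone, and whether they apply to the real arrays was not tested.

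Genes were named by a rule set in advance, after the paper's tables had been read. It takes the genes the paper names, the 10 highest and 10 lowest z ratios among called probes without overlap, up to 5 probes with the smallest limma p, and called members of the gene lists. Genes of the paper's additional files were matched to probes by accession and otherwise by the printed z ratio and P. Probes of Ptgs1 and Ptgs2 were not found by symbol, so the deleted genes were not analysed here. Some genes that the paper names are not reported here. The Q-PCR percentages of single animals come from the paper's Additional data file 3 and were compared by exact permutation tests over 9 genes, 2 regions and 2 lines.

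Alternatives were median centring, quantile normalization, no filter or a mean Z above 0.5, a z ratio beyond 2, limma p or an adjusted P in place of the Z test P, wild-type arrays of both lines as control, running medians over 201 neighbouring probes in row or accession order, other sets of arrays, an intensity trend and a replicate block in limma, and leaving out each array in turn. Others were added after the data were seen, among them the SD of differences within each part of the table, counts by gene symbol and the copied values kept.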

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

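The weighing below uses tests chosen after the results were seen, apart from the correlation of COX-2-/- minus COX-2+/- effects, the count of COX-2+/- minus COX-2-/- differences and the splits at the tabulated z ratio.

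One wild-type mouse of the COX-1 line lay far from the others in the paper's hippocampal Q-PCR values of HADH2, at 56.0601% where the other 4 lay between 105% and 119%. It was the only such animal in 72 groups, and chance alone gives about 1 in 20 groups, or 3.6. In the paper's cortical Q-PCR values of GAT3 the change differed between the groups, COX-1 minus COX-2, by -107.855 in percent (permutation p = 6.3e-05, adjusted p = 0.00227).

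The COX-2+/- arrays, on which the paper does not report, gave calls at the study's rule in both regions and by limma in the hippocampus alone. In COX-2+/- hippocampus 227 probes passed limma, 147 higher and 80 lower, and 499 met the study's rule. Higher were Gcnt3, which branches mucin-type glycans (difference 0.697, SE 0.131, adjusted p = 0.0194), Mtor, the growth-regulating kinase (0.464, SE 0.0711, adjusted p = 0.00768), and Ctnnd1 (0.450, SE 0.0601, adjusted p = 0.00328), and lower were Senp6, a SUMO protease (-0.416, SE 0.0421, adjusted p = 0.000657), Sfxn2, a mitochondrial carrier (-0.423, SE 0.0530, adjusted p = 0.00194), and Pdlim5, a cytoskeletal adaptor (-0.347, SE 0.0437, adjusted p = 0.00194), each in 3 of 3 arrays. The limma count was 63, 18 and 34 without wild-type replicates 1, 2 and 3, and 15, 21 and 13 without COX-2+/- replicates 1, 2 and 3. Gcnt3 lost its limma call whichever of the 6 arrays was left out, and the other 5 genes kept theirs each time. Other probes of Ctnnd1 and Senp6 had z ratios of -1.08 and 0.157. The Ctnnd1 probe named here is not the one called higher in COX-2-/- cortex. That probe is the one at -1.08 here, and the probe named here had -0.972 in COX-2-/- cortex. In COX-2+/- cortex 261 probes met the study's rule and 0 passed limma, with 608 at an unadjusted p under 0.05, 144 met the rule without COX-2+/- replicate 3 and another split of the 6 arrays gave 229, so a signal in the cortex is not shown.

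More probes passed limma in COX-2+/- than in COX-2-/- hippocampus, 227 against 0. Both counts depend on single arrays, and their ranges without 1 array overlapped. A graded effect of gene dosage would give a slope of COX-2-/- on COX-2+/- effects of 1 or more. With the noise of the shared wild-type arrays taken out the slope was 0.357, and 0.218 to 0.477 without 1 array. A shift common to the COX-2+/- arrays would also lower the slope, so a dosage effect is not excluded. Place on the membrane would bring the COX-2+/- count down to that of COX-2-/-, and after correction for row order it was 272 against 0. The COX-2+/- arrays may stand apart from both other groups, but COX-2+/- minus COX-2-/- gave 60 calls, neither near the 227 nor near 0, which leaves this open. Leaving out COX-2+/- replicate 1 lowered the 60 to 13.

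The first part of the table is identical in 5 of 6 COX-1 cortex arrays. Copying that arose only in the deposited table would leave genes of that part in the paper's COX-1 cortex list, as in its COX-2 cortex list, where they make up 82.6%. The paper's COX-1 cortex list holds 0 such genes among 74, which excludes that account, and the same 0 is what copied values behind the paper's own list would give. The z ratios printed for all 74 genes, 67 of them matched by accession, were reproduced within 0.01 with the SD that spans the copied probes. That SD is 0.0887, against 0.111 over the other probes. For these genes the values argue against copying that came after the paper's list was made.

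Effects of COX-2 deletion ran opposite in the regions, with r = -0.338 across probes (spread 0.0238). Here the spread is the SD of the r values with 1 array left out at a time, which is not a standard error. Place on the membrane would bring r near 0, and after correction for row order it was -0.244. The wild-type arrays alone would leave no correlation in COX-2-/- minus COX-2+/-, where r was -0.216 (spread 0.0431). No standard error was computed for this r, so the account by the wild-type arrays is not ruled out. An opposite response of the regions might also appear in the Q-PCR values of 9 genes, but these correlated with r = 0.893 (exact permutation p = 0.00128), while the array values of the same genes gave 0.0844, so they do not bear on the other probes. Without 1 array the COX-2-/- minus COX-2+/- value ranged from -0.246 to -0.118.

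The 10 ways of splitting 6 arrays are too few for a share under 0.05. At the tabulated z ratio the real split gave the most calls in every comparison, 1 of 10 splits, with 230, 346, 387, 329, 261 and 499 against highest others of 206, 296, 290, 311, 229 and 155 for COX-1-/- and COX-2-/- cortex, COX-1-/- and COX-2-/- hippocampus, and COX-2+/- cortex and hippocampus. By limma the real counts were 2, 0, 25, 0, 0 and 227, and the highest other was 0 in each, so that 1, 10, 1, 10, 10 and 1 of 10 splits were as large. The count of gene lists passing camera was 0 in each real split, so 10 of 10 splits were as large, with highest others of 0, 0, 0, 2, 2 and 1. For the difference between the lines, 100 of 100 splits gave at least the 0 calls of the real ones, with highest others of 0 in the cortex and 1 in the hippocampus.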

How the results depend on the processing

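The leading form of the rule, the SD within each part, the counts by gene symbol, the copied values kept, the correlations by part and the alternatives of the further contrasts were chosen after the data were seen. No called value changed sign, though values near 0 did, among them the cortex r of the lines and medians of gene lists. Of the z ratios of named genes, 2285 of the values under alternatives kept their status, either called or not called. A further 488 no longer met the rule, 4 newly met it and 11 moved without a call. Of the limma differences 272 kept their call and 124 lost it. Counts at the tabulated z ratio stayed within 1.5 times in 75 of 114 alternatives and limma counts in 136 of 204. With r over 0.1 taken as pairing, 4 of 18 pairs of arrays with the same replicate number paired (r from -0.0213 to 0.139). In COX-1-/- cortex and COX-2-/- hippocampus all 6 arrays correlated best with their own number. In COX-2-/- cortex and COX-2+/- hippocampus 4 of 6 did, and in COX-1-/- hippocampus and COX-2+/- cortex 3 of 6. A weak component shared by arrays of the same number is therefore not ruled out. At the study's rule a stricter filter or threshold lowers counts by construction, as does leaving out probes without a single symbol, and for the other changes, arrays left out among them, the cause was not tested.

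With the SD of differences within each part of the table: calls 111 (COX-1-/- cortex), and share called in 1 line (percent) 95.2 (hippocampus). With an adjusted Z test P: calls 109 (COX-1-/- cortex), 165 (COX-2+/- cortex), 203 (COX-2-/- cortex), 155 (COX-2-/- hippocampus), and share called in 1 line (percent) 98.1 (cortex), 93.5 (hippocampus). Counting distinct gene symbols: calls 140 (COX-1-/- cortex), 143 (COX-2+/- cortex), 174 (COX-2-/- cortex), 200 (COX-1-/- hippocampus), 263 (COX-2+/- hippocampus), 181 (COX-2-/- hippocampus). With a mean Z above 0.5: calls 122 (COX-1-/- cortex), 187 (COX-2-/- cortex), 165 (COX-1-/- hippocampus), 305 (COX-2+/- hippocampus), 146 (COX-2-/- hippocampus), and limma calls 0 (COX-1-/- hippocampus), 142 (COX-2+/- hippocampus), and share called in 1 line (percent) 94.2 (hippocampus). With no filter: calls 608 (COX-1-/- cortex), 767 (COX-2+/- cortex), 931 (COX-2-/- cortex), 1242 (COX-1-/- hippocampus), 1303 (COX-2+/- hippocampus), 1063 (COX-2-/- hippocampus), and limma calls 6 (COX-1-/- cortex), 3 (cortex line difference), 110 (COX-1-/- hippocampus), and share called in 1 line (percent) 91 (hippocampus), and calls of the undivided rule 1 (COX-1-/- cortex), 2 (COX-2+/- cortex), 1 (COX-2-/- cortex), 1 (COX-1-/- hippocampus), 1 (COX-2+/- hippocampus). Counting probes with 1 gene symbol: calls 140 (COX-1-/- cortex), 145 (COX-2+/- cortex), 174 (COX-2-/- cortex), 203 (COX-1-/- hippocampus), 267 (COX-2+/- hippocampus), 182 (COX-2-/- hippocampus). With a z ratio beyond 2: calls 90 (COX-1-/- cortex), 71 (COX-2+/- cortex), 97 (COX-2-/- cortex), 111 (COX-1-/- hippocampus), 223 (COX-2+/- hippocampus), 69 (COX-2-/- hippocampus), and share called in 1 line (percent) 97.1 (cortex), 95.3 (hippocampus). With wild-type arrays of both lines as control: calls 425 (COX-2+/- cortex), and limma calls 0 (COX-1-/- cortex), 1 (COX-2+/- cortex), 0 (COX-1-/- hippocampus), 443 (COX-2+/- hippocampus), and share called in 1 line (percent) 96.8 (cortex), 89.8 (hippocampus). After correction for row order: calls 183 (COX-2-/- hippocampus), and r -0.045 (COX-1 cortex against hippocampus), -0.244 (COX-2 cortex against hippocampus), 0.151 (hippocampus COX-1 against COX-2), and gene lists passing 1 (COX-2-/- hippocampus), and limma calls 4 (COX-1-/- hippocampus), and share called in 1 line (percent) 97.5 (cortex). In the first part of the table: r -0.44 (COX-2 cortex against hippocampus), 0.346 (hippocampus COX-1 against COX-2). Over probes with a mean Z above 0: r -0.469 (COX-2 cortex against hippocampus), 0.0169 (cortex COX-1 against COX-2), 0.327 (hippocampus COX-1 against COX-2). In the second part of the table: r -0.18 (COX-2 cortex against hippocampus), 0.178 (hippocampus COX-1 against COX-2). With all 30 arrays in limma: limma calls 41 (COX-1-/- cortex), 19 (cortex line difference), 53 (COX-1-/- hippocampus), 363 (COX-2+/- hippocampus). With the copied values kept: limma calls 0 (COX-1-/- cortex), 5 (COX-2-/- cortex). With an intensity trend: limma calls 8 (COX-1-/- cortex), 10 (cortex line difference), 138 (COX-1-/- hippocampus), 405 (COX-2+/- hippocampus). With the 2 compared groups alone: limma calls 0 (COX-1-/- cortex), 0 (COX-1-/- hippocampus). With a replicate block: limma calls 4 (COX-1-/- cortex), 13 (COX-1-/- hippocampus). After correction for accession order: limma calls 1 (COX-1-/- cortex), 45 (COX-1-/- hippocampus). With median centring: limma calls 38 (cortex wild type COX-2 minus COX-1). With a z ratio beyond 1.0 in the second line: share called in 1 line (percent) 84.5 (cortex), 70.5 (hippocampus). With the division by the SD of all differences: calls of the undivided rule 230 (COX-1-/- cortex), 261 (COX-2+/- cortex), 346 (COX-2-/- cortex), 387 (COX-1-/- hippocampus), 499 (COX-2+/- hippocampus), 329 (COX-2-/- hippocampus).

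Without 1 array: calls 143 to 315 (COX-1-/- cortex), 144 to 293 (COX-2+/- cortex), 218 to 391 (COX-2-/- hippocampus). R -0.155 to -0.0566 (COX-1 cortex against hippocampus), -0.34 to -0.271 (COX-2 cortex against hippocampus), -0.092 to 0.000373 (cortex COX-1 against COX-2), 0.22 to 0.322 (hippocampus COX-1 against COX-2). Gene lists passing 0 to 2 (COX-2-/- hippocampus). Limma calls 64 to 202 (wild type COX-2 hippocampus minus cortex), 0 to 3 (COX-1-/- cortex), 0 to 1 (cortex COX-2 heterozygotes minus null), 0 to 17 (cortex wild type COX-2 minus COX-1), 0 to 17 (COX-1-/- hippocampus), 13 to 59 (hippocampus COX-2 heterozygotes minus null), 13 to 63 (COX-2+/- hippocampus), 0 to 56 (COX-2-/- hippocampus), 50 to 227 (hippocampus wild type COX-2 minus COX-1). Share called in 1 line (percent) 92.9 to 97 (cortex), 91.3 to 94.1 (hippocampus).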

Differences from the paper's values

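Except for the SD within each part of the table and the counts by gene symbol, the alternatives named here were set before the data were examined, while the tabulated z ratio became the leading form after the undivided rule had given 0 calls. The paper's thresholds were used throughout. The paper counts genes, and includes expressed sequence tags, RIKEN sequences and chromosomal segments. The counts here are of called probes, many of which carry no gene symbol or several. Counts by gene symbol leave out probes of that kind, those of listed genes among them. They are therefore not of the same set as the paper's counts and do not explain the gap.

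The paper gives 94 differentially expressed genes in COX-1-/- cortex, and 230 probes met the rule here. The values lie within 1.5 times of each other with a mean Z above 0.5 (122), a z ratio beyond 2 (90) and an adjusted Z test P (109), which drop 39, 46 and 44 of the 74 genes in the paper's additional file. Of those chosen after seeing the values, so do the SD within each part (111), which drops 43, and probes with 1 gene symbol (140) and distinct symbols (140), which drop 9. The other 13 alternatives give 143 to 608.

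For COX-2-/- cortex the paper gives 157, against 346 here. A mean Z above 0.5 (187) and an adjusted Z test P (203) lie within 1.5 times and drop 55 and 38 of the 109 listed genes, as do probes with 1 gene symbol (174) and distinct symbols (174), which drop 23. The other 15 alternatives do not.

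For COX-1-/- hippocampus the paper gives 182, against 387 here. A mean Z above 0.5 (165) lies within 1.5 times and drops 65 of the 109 listed genes, as do probes with 1 gene symbol (203) and distinct symbols (200), which drop 19. The other 16 alternatives do not.

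For COX-2-/- hippocampus the paper gives 168, against 329 here. Within 1.5 times are a mean Z above 0.5 (146), an adjusted Z test P (155), the row order correction (183), wild-type replicate 2 left out (238) and COX-2-/- replicate 3 left out (218), which drop 66, 47, 62, 40 and 62 of the 101 listed genes, and the SD within each part (244), chosen after seeing the values, which drops 38. Probes with 1 gene symbol (182) and distinct symbols (181) also do and drop 19. The other 11 alternatives do not.

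The genes in the paper's additional files number 74, 109, 109 and 101 in these comparisons, and 74, 109, 109 and 100 of them met the rule here. Of the listed genes, 67, 88, 92 and 84 were matched to a probe by accession. The remaining 7, 21, 17 and 17 were matched by the printed z ratio and P, so that for these the outcome follows from the match.

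The paper's z ratio of cPLA2 (Pla2g4a) in COX-2-/- hippocampus is 0.60, and the value here is 0.138. Of 16 alternatives, only leaving out wild-type replicate 2 (0.303) brings it within the error.

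The paper's z ratio of glycolipid transfer protein (Gltp) in COX-2-/- hippocampus is 2.02, and the value here is 1.06, under the rule. Of 16 alternatives, wild-type arrays of both lines as control (1.40) and leaving out wild-type replicate 3 (1.46) bring it within the error, and none calls the gene. In COX-2+/- hippocampus the gene has a z ratio of 2.02 and is called.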

Other observations

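The tests between wild-type groups and between the regions, and the alternatives of the list tests, were chosen after the results were seen.

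Tmod3, Ppp4r2 and Calb1, picked from the called genes for this pattern, ran in opposite directions in the regions of COX-2+/- mice. Tmod3, which caps actin filaments, had a mean Z of 2.24 ± 0.0362 in COX-2+/- cortex against 1.87 ± 0.114, and 1.58 ± 0.0898 in COX-2+/- hippocampus against 2.01 ± 0.0985 (SD, n = 3 arrays in each group). Ppp4r2, a regulatory subunit of protein phosphatase 4, was at -0.111 ± 0.0444 against 0.193 ± 0.105 in the cortex and at 0.490 ± 0.0222 against -0.106 ± 0.126 in the hippocampus, and Calb1, the calcium buffer calbindin, at 0.0066 ± 0.0444 against 0.212 ± 0.0924 and at 0.366 ± 0.0321 against -0.0582 ± 0.151 (SD, n = 3 in each group). None of the 3 passed limma in the cortex. Other probes above background had z ratios of -1.37 in the cortex and -0.222 in the hippocampus for Ppp4r2, and of -0.490 and 1.16 for Calb1, and the other Tmod3 probes, below background, had -0.327 to 0.663. Alox12, a lipoxygenase that uses arachidonic acid, was higher in COX-2+/- hippocampus, at 0.765 ± 0.1502 against 0.244 ± 0.0352 (SD, n = 3 in each group; limma difference 0.520, SE 0.112, adjusted p = 0.0288, 3 of 3 arrays), and it lost its limma call whichever of the 6 arrays was left out. Across probes the COX-2+/- effects of the regions correlated with r = -0.176.

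Syncrip, an RNA-binding protein of Table 1, was called higher in COX-2-/- hippocampus and lower in COX-2-/- cortex, where it was at 0.195 ± 0.0987 against 0.383 ± 0.0628 (SD, n = 3 in each group). It did not pass limma in either region, and another probe had a z ratio of 0.00342 in the cortex. The call was lost in the cortex without wild-type replicate 3 (z ratio -1.41) or COX-2-/- replicate 1 or 3 (-1.64 and -1.33), and in the hippocampus without wild-type replicate 1 (1.29) or COX-2-/- replicate 3 (1.27) and after correction for row order (1.33).

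The wild-type groups of the lines differed. By limma 63 of 4103 probes passed in the cortex (4 higher and 59 lower in the COX-2 line) and 423 of 8054 in the hippocampus (196 higher and 227 lower), and without single arrays the counts were 0 to 17 in the cortex and 50 to 227 in the hippocampus. In the cortex Tiparp (-0.517, SE 0.0885, adjusted p = 0.0169), Fcer1g (-0.573, SE 0.120, adjusted p = 0.0354) and Mapk13 (-0.567, SE 0.123, adjusted p = 0.0369) were lower in wild-type mice of the COX-2 line. In wild-type mice of that line, 332 of 8011 probes differed between hippocampus and cortex, and among the higher in hippocampus were Actb (0.443), Nsf of vesicle fusion (0.429) and Ppp3ca, the calcineurin catalytic subunit (0.403), with adjusted p = 0.000171, 0.000171 and 0.00059. Leaving out single arrays gave 64 to 202 probes. Region markers do not settle whether the regions can be told apart, since 8 of the 9 listed genes lay below the filter and were not tested, and Calb1, listed as higher in hippocampus, had a difference of -0.0930 there (SE 0.0555, adjusted p = 0.325). This value is not from the Calb1 probe whose means are given above for COX-2+/- mice.

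No gene list passed camera in any comparison, the smallest adjusted p being 0.146 in COX-2-/- hippocampus, and none passed with an estimated correlation. Row order correction gave 1 list in COX-2-/- hippocampus, the endothelial and pericyte markers, which were lower (median difference -0.0780, camera adjusted p = 0.0408, where the alternatives range from 0.0408 to 0.198). With an estimated correlation this list did not pass after that correction (camera adjusted p = 0.843). By fry, immediate early genes were higher in COX-1-/- hippocampus (10 of 14 genes higher, median difference 0.0662, adjusted p = 0.0219), with camera giving 0.283, and the alternatives gave 0.0201 to 0.667. After correction for row order the median difference of this list was 0.00450 (fry adjusted p = 0.667). In COX-2-/- hippocampus 9 of the 14 genes were higher (median difference 0.0456, fry adjusted p = 0.0571). Glutamate neurotransmission was lower in COX-2+/- hippocampus by fry (2 of 7 genes higher, median -0.128, adjusted p = 0.0495), where the alternatives gave 0.00267 to 0.126.

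Calls were unevenly placed. Of those in COX-2-/- cortex, COX-1-/- hippocampus and COX-2-/- hippocampus, 74.6%, 85.0% and 87.2% lay in the first part of the table.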
